# AN1284 attenuates steatosis, lipogenesis, and fibrosis in mice with pre-existing non-alcoholic steatohepatitis and directly affects aryl hydrocarbon receptor in a hepatic cell line

**DOI:** 10.3389/fendo.2023.1226808

**Published:** 2023-08-16

**Authors:** Adi S. Yehezkel, Nathalie Abudi, Yuval Nevo, Hadar Benyamini, Sharona Elgavish, Marta Weinstock, Rinat Abramovitch

**Keywords:** aryl hydrocarbon receptor, nuclear receptors, oxidative stress, retinoid X receptor, RNA-sequencing analysis, fatty acid synthase

## Abstract

Non-alcoholic steatohepatitis (NASH) is an aggressive form of fatty liver disease with hepatic inflammation and fibrosis for which there is currently no drug treatment. This study determined whether an indoline derivative, AN1284, which significantly reduced damage in a model of acute liver disease, can reverse steatosis and fibrosis in mice with pre-existing NASH and explore its mechanism of action. The mouse model of dietary-induced NASH reproduces most of the liver pathology seen in human subjects. This was confirmed by RNA-sequencing analysis. The Western diet, given for 4 months, caused steatosis, inflammation, and liver fibrosis. AN1284 (1 mg or 5 mg/kg/day) was administered for the last 2 months of the diet by micro-osmotic-pumps (mps). Both doses significantly decreased hepatic damage, liver weight, hepatic fat content, triglyceride, serum alanine transaminase, and fibrosis. AN1284 (1 mg/kg/day) given by mps or in the drinking fluid significantly reduced fibrosis produced by carbon tetrachloride injections. In human HUH7 hepatoma cells incubated with palmitic acid, AN1284 (2.1 and 6.3 ng/ml), concentrations compatible with those in the liver of mice treated with AN1284, decreased lipid formation by causing nuclear translocation of the aryl hydrocarbon receptor (AhR). AN1284 downregulated fatty acid synthase (FASN) and sterol regulatory element-binding protein 1c (SREBP-1c) and upregulated Acyl-CoA Oxidase 1 and Cytochrome P450-a1, genes involved in lipid metabolism. In conclusion, chronic treatment with AN1284 (1mg/kg/day) reduced pre-existing steatosis and fibrosis through AhR, which affects several contributors to the development of fatty liver disease. Additional pathways are also influenced by AN1284 treatment.

## 1 Introduction

Non-alcoholic steatohepatitis (NASH) is an aggressive form of non-alcoholic fatty liver disease (NAFLD) with an excess of fatty acids and triglycerides, lobular inflammation, hepatocyte injury, and fibrosis (1), accompanied by insulin resistance and oxidative stress (2). Insulin resistance promotes lipogenesis through an influx from adipose tissue of free fatty acids (FFAs) into the liver. Oxidative stress impairs fatty acid oxidation, compromising the liver’s ability to use, store, and export FFAs as triglycerides (3). This causes apoptosis to hepatocytes through activation of signal-regulating kinase, which upregulates MAP kinases JNK and p38 (4). Cell damage stimulates hepatic stellate cells to produce TGF-β that induces fibrosis by activating myofibroblasts (5). Other cytokines are produced by FFAs (6) through stimulation of Toll-4-like receptors on Kupffer cells and circulating leukocytes (7) and by the bacterial antigen, lipopolysaccharide (LPS). The concentrations of LPS in the circulation and liver of subjects with NASH are higher than those in controls (8).

Most compounds tested in rodent models of NAFLD or NASH (9–13) (among others) were given with the initiation of the high-fat Western diet (WD), and thus, any effect they had is mainly preventive. A few compounds, each with a different mode of action, were able to ameliorate steatosis when given to mice several weeks after commencement of the diet: Firsocostat, an acetyl-CoA carboxylase (ACC) inhibitor, Tropifexor, an agonist of Farnesoid X receptor (FXR), and cinnabarinic acid, an endogenous agonist of the aryl hydrocarbon receptor (AhR) (14, 15). Firsocostat and Tropifexor arrested the development of fibrosis (15). Although all these drugs reduced steatosis in human subjects with NASH, they had no effect on fibrosis (16). Neither did the novel dual proliferator-activated receptor (PPAR) agonist Saroglitazar (17), although it had fewer adverse effects than other PPAR agonists in humans (18). Thus, there is still a need for safe, clinically effective drugs for treating NASH that can also halt development of fibrosis. The pathophysiology of NASH is complex and probably requires activation of multiple targets for more successful treatment against fibrosis (19).

AN1284 [3-(indolin-1-yl)-N-isopropylpropan-1-amine 2HCl] is a novel drug with multiple actions. It inhibited cytotoxicity resulting from oxidative stress and reduced the release of pro-inflammatory cytokines in LPS-activated macrophages (20) by inhibiting phosphorylation of p38 MAPK and nuclear translocation of Activator protein-1 (21). In mice with acute liver injury caused by LPS/D-galactosamine injection, s.c. injection of AN1284 (0.25–0.75 mg/kg) prevented the elevation of TNF-α and plasma alanine transaminase (ALT) and reduced hepatic damage and mortality (21). Chronic treatment of BSK-db/db mice with type 2 diabetes by AN1284 (2.5 and 5 mg/kg/day) by s.c. implanted micro-osmotic-pumps (mps) before disease development prevented renal damage and reduced elevation of plasma ALT and hepatic fat accumulation, while preserving insulin sensitivity and pancreatic β cell mass (22).

The current study examined the effect of AN1284 (1 and 5 mg/kg/day) administered for 2 months by mps, on hepatic steatosis and fibrosis in mice with pre-existing NASH. This was produced by feeding for 4 months on a modified low-trans-fat Western-diet combined with low choline. RNA sequencing analysis (RNA-seq) confirmed that diet replicated several changes in cellular processes seen in humans with NASH. HUH7 human hepatoma cells were used to show that AN1284 decreased conversion of palmitic acid (PA) to lipid at concentrations compatible with those found in the liver in mice and to elucidate its mechanism of action.

## 2 Materials and methods

### 2.1 *In vivo* NASH studies in mice on WD

Experiments were performed according to the guidelines of the Animal Care and Use Committee of the Hebrew University (NIH approval number OPRR-A01-5011). Male C57BL/6JOlaHsd mice, aged 4 weeks for NASH experiments and 6 weeks for the CCl_4_ fibrosis model (Harlan; Ein Kerem, Israel), were housed (five per cage), in a pathogen-free unit under controlled 12-h light/12-h dark cycle and an ambient temperature of 21 ± 1°C and humidity 40%–50%. The cages contained Teklad Sani-chips (ENVIGO) bedding and two 2" small play tunnels for environmental enrichment. Male mice were selected because they develop a more severe form of the disease than females and have lower antioxidant enzymes (23).

The normal diet (ND) consisted of Teklad 2918SC radiated pellets (ENVIGO) containing 13.9% kcal from fat, 62.9% from carbohydrates, and 23.1% from protein. The modified WD (Envigo-Teklad TD.150235) had 50.5% kcal fat [trans-fat (12% of fatty acids) and saturated fat (50% of fatty acids)], 38% carbohydrates and 11.5% protein, 20% sucrose, 10% fructose, and 1.25% cholesterol with reduced choline (900 mg/kg). This diet, modified from the WD described in Farrell et al. (24), caused hepatic steatosis in mice after 1 month (**Figure S1B**) and inflammation and fibrosis within 4 months.

The mice were maintained for 2 months on WD (*n* = 30) or ND (*n* = 15) and weighed twice weekly. Then, under ketamine 100 mg/kg/xylazine 10 mg/kg anesthesia, they were implanted with mps delivering saline, or AN1284 (1 or 5 mg/kg/day)/month (ND *n* = 5/dose) (WD *n* = 10/dose) for the next 2 months (**Figure S1A**). A new pump was implanted under anesthesia in the second month. In a previous study, there were no significant differences in the effects of 2.5 and 5 mg/kg/day of AN1284 on the parameters measured in diabetic mice (22). Therefore, in the current study, we administered 1 and 5 mg/kg/day. At the end of the experiment, blood was collected by cardiac puncture under ketamine/xylazine anesthesia, and the livers were excised, weighed, and prepared for histological, cytological, biochemical, and molecular analyses.

### 2.2 Induction of liver fibrosis by carbon tetrachloride

Mice (*n* = 25) that were fed with ND were injected i.p. with carbon tetrachloride (CCl_4_) (0.5 mg/kg in corn oil) (Sigma), twice weekly for 7 weeks. Four controls were injected with saline (1 ml/kg). Four weeks later, five mice injected with CCl_4_ were sacrificed and the livers were examined to confirm the presence of fibrosis. The remaining eight mice were given saline by s.c. injection and seven others were implanted with mps delivering AN1284 (1 mg/kg/day) for 3 weeks.

While the current study was in progress, we completed an examination of the pharmacokinetics and metabolism of AN1284 in mice. Peak drug concentrations were similar in plasma and liver after s.c. injection, but nearly 50-fold higher in the liver when the compound was given orally (25). This suggested that oral administration should enable AN1284 to reduce hepatic damage. Therefore, AN1284 (1 mg/kg/day) was given to eight mice (four per cage) for 3 weeks via the drinking fluid, 4 weeks after they had developed fibrosis induced by CCl_4_ injections. Ten others received normal drinking fluid. They were weighed once weekly, their fluid intake was measured twice weekly, and the concentration of AN1284 in the fluid was adjusted accordingly. Seven weeks after commencement of the CCl_4_ injections, the mice were processed for histological and biochemical analyses as described below.

### 2.3 Biochemical and histological analyses

The livers were extracted as described in Ref (26). and their triglyceride content was determined using the Cobas C-111 bio-analyzer (Roche, Switzerland), normalized to wet tissue weight. Plasma ALT was measured by Reflotron chemical blood analyzer (Roche Diagnostics, Mannheim, Germany). Frozen liver was placed in an embedding medium and used for the measurement of hepatic fat content by Oil Red O (ORO) staining. The rest of the liver was fixed for 24 h in 4% formaldehyde solution (Bio-Heart Ltd., Jerusalem, Israel), induced in 70% ethanol and embedded in paraffin, cut into 5-µm slices, and stained with hematoxylin and eosin (H&E) for general damage. Fibrosis was assessed with Sirius Red (SR) (Sigma, 365548), collagen 4 (Col4) (Abcam, ab236640), and immunohistochemical staining with primary antibodies against α-SMA (Sigma, A2547). Antibodies against Ly6B (Bio-Rad, MCA771) were used for neutrophils and natural killer cells, F4/80 for macrophages (Bio-Rad, MCA497), CD3 for T cells (Bio-Rad, MCA1477), CD45R for B cells (Santa Cruz, sc-19597), CD36 (Abcam, ab133625), and iNOS (Abcam, ab3523). Histopathological analysis was performed by a light microscope using the program Cellsens Entry (Olympus, Japan). Macrophages, ORO, α-SMA, and SR were quantified in 12 random images at ×40 magnification. Using the ImageJ software, the colored area was calculated, normalized, and expressed as a percentage of the whole picture.

### 2.4 Quantitative polymerase chain reaction

RNA was extracted from snap-frozen liver tissues (miRNeasy Micro Kit, Qiagen), from six samples/group. Its quantity and integrity were checked (Nanodrop, spectrophotometer) and reverse-transcribed into complementary DNA (qScript cDNA Synthesis Kit, QuantaBio). Genes were determined by PCR with an SYBR Green Kit and (QuantaBio) on the CFX384 Touch Real-Time PCR Detection System (Bio-Rad). The relative expression of target genes was normalized by hydroxyl methyl bilane synthase expression as an internal control. The primer sequences used are listed in **Table 1**.

**Table 1:** A. Mouse primer sequences used for qPCR.

Gene	5’ primer	3’ primer
HMBS	ACTATTGGAGCCATCTGCAAAC	CTCTCCTCAGAGAGCTGGTTC
TNF-α	GAAAAGCAAGCAGCCAACCA	CGGATCATGCTTTCTGTGCTC
IL-10	GGTTGCCAAGCCTTATCGGA	ACCTGCTCCACTGCCTTGCT
CCL2 (MCP-1)	AAGCCAGCTCTCTCTTCCTCCA	GCGTTAACTGCATCTGGCTGA
FASN	CCCCTCTGTTAATTGGCTCC	TTGTGGAAGTGCAGGTTAGG
PLG	ACAGGCACAGCATCTTCACC	CATCTGGGTTTCGGCAGTAGTTC
IL-6	ATACCACTCCCAACAGACCTGTCT	CAGAATTGCCATTGCACAACTC
TGF-β1	ACCAACTATTGCTTCAGCTTACGCTCCAC	GATCCACTTCCAACCCAGGTC

**Table 1:** B. Human primer sequences used for qPCR.

Gene	5’ primer	3’ primer
HPRT	GGACAGGACTGAACGTCTTGC	CAACACTTCGTGGGGTCCTT
FASN	CAAGCTGAAGGACCTGTCTAG	CGGAGTGAATCTGGGTTGATG
ACOX1	ACTCGCAGCCAGCGTTAT	AGGGTCAGCGATGCCAAAC
CYP1a1	ACATGCTGACCCTGGGAAAG	GGTGTGGAGCCAATTCGGAT
SREBP-1C	CTACCGCTCCTCCATCAATG	CTTGAGTTTCTGGTTGCTGTG

### 2.5 RNA sequencing analysis

For RNA-Seq analysis, an Illumina Hi-seq sequencer was used to measure the differences in global gene expression between the experimental groups. Each sample generated approximately 70 × 10^6^ reads at the length of 86 bases. Differential expression data of the whole transcriptome was subjected to Gene Set Enrichment Analysis (GSEA) with the corresponding human ortholog gene symbols. GSEA uses all differential expression data (cutoff independent) to determine whether a priori-defined set of genes show statistically significant, concordant differences between two biological states. The hallmark gene set collection from MSigDB (molecular signature database) was used for the analysis. For each comparison, all statistically significant, differentially expressed genes were subjected to pathway enrichment analysis using QIAGEN’s ingenuity pathway analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity), GeneAnalytics and EnrichR, and functions/diseases enrichment analysis by IPA.

### 2.6 *In vitro* studies

HUH7 human hepatoma cells were incubated for 24 h in medium containing BSA. To see whether AN1284 can reduce steatosis from an FFA by a direct action on liver cells, PA was added together with different concentrations of AN1284 for 24 h. Lipid content was quantified by ORO staining. Since RNA-seq analysis suggested that AN1284 could act via the aryl hydrocarbon receptor (AhR), we measured the effect of AN1284 on the nuclear translocation of AhR, by immunofluorescence intensity, 15 min after its addition to the cells. We used a specific antibody (Abcam, ab190797), analyzed its intensity with ImageJ, and normalized it to the control group. RT-qPCR was used to measure the target genes of AhR after 24 h: fatty acid synthase (FASN), SREBP-1c, acyl-CoA oxidase 1 (ACOX1), and cytochrome P450-1 (CYP1a1). siRNA for human AhR from TriFECTa Kit DsiRNA Duplex purchased from ITD was used to silence AhR. The reverse transfection of these siRNAs onto HUH7 cells was performed by means of TransIT-X2 Dynamic Delivery System (MC-MIR-6000, Mirus) according to the manufacturer’s instructions. To examine the effect of siRNA on AhR expression, total protein was extracted from cells 48–72 h after transfection, and AhR protein levels were measured using Western blot (WB) with primary AhR antibody (Abcam, ab190797). The siRNA-transfected cells were treated with AN1284 and analyzed.

#### 2.6.1 Protein extraction and Western blotting

Total protein extract was obtained by using Radioimmuno Precipitation Assay lysis buffer for five samples/group. Cell lysates containing 50 μg of total protein were then added to SDS–PAGE gels and transferred to Nitrocellulose membranes (Bio-Rad, 1704158). Membranes were blocked in 1% non-fat milk and incubated overnight at 4°C with primary antibodies, RXRα (Abcam, ab125001), and mouse anti-β-actin (MP Biomedicals, 691001). The signals were developed with an enhanced chemiluminescence solution (Bio-Rad, 1705060) and visualized on a Bio-Rad bioluminescence device. Band intensities were quantified using ImageJ and normalized to actin.

### 2.7 Measurement of hepatic levels of AN1284 and its indole metabolite AN1422

Liver samples were homogenized (100 mg/ml) in phosphate buffered saline. Twenty microliters of internal standard (rivastigmine 750 ng/ml) and 20 µl of ultra-pure water were added. AN1284 and its oxidized metabolite, AN1422, were extracted and measured as described in Weitman et al. (25).

### 2.8 Statistical analysis

Studies were designed to generate groups of equal size whenever possible, and any variation in group size within an experiment was due to unexpected loss of an animal or sample for measurement. All statistical analyses were performed using GraphPad Prism 9.50 (GraphPad Software Inc., San Diego, CA, USA). Data were compared by the Kruskal–Wallis non-parametric method, followed by the Mann–Whitney *post-hoc* test if *F* achieved *P* < 0.05. Body weight changes over time were compared by a two-way repeated measures ANOVA using SPSS version 28. Data are expressed as the mean ± SD. A *p*-value of <0.05 was considered to be significant.

## 3 Results

### 3.1 Liver concentrations of AN1284 and its oxidized metabolite

There were no significant differences in the hepatic concentrations of AN1284 after administration of 1 or 5 mg/kg/day (37.9 ± 9.7 and 51.4 ± 12.0 ng/g), respectively, but those of the indole metabolite, AN1422, were significantly higher after the 5 mg/kg/day dose (3.4 ± 1.1 vs. 9.4 ± 4.9 mg/kg).

### 3.2 AN1284 attenuates liver steatosis

During 4 months of feeding, mice on WD gained significantly more weight than those on the normal diet (*p* < 0.0001; **Figure 1B**). There were no significant differences in the weight gain between the three groups of mice on the WD. At this time, livers of mice on the WD showed significant hepatic fat content as showed with ORO staining (**Figure S1B**). During the last 2 months after implantation of the mps, there was still a significant difference in weight gain between saline-treated mice on a WD and those on an ND. AN1284 only significantly reduced weight gain at a dose 5 mg/kg/day (**Figure 1B**). After 4 months, the livers of saline-treated mice fed a WD showed extensive cell ballooning, inflammation (H&E), and fat accumulation (ORO) (**Figure 1A**). AN1284 (1 and 5 mg/kg/day) significantly decreased liver weight (**Figures 1C, D**), lipid content (**Figure 1E**), triglycerides (**Figure 1F**), and serum ALT (**Figure 1G**), despite the fact that they remained on the WD throughout the entire period. AN1284 also reduced hepatic cell ballooning and inflammation (**Figure 1A**). Additionally, we checked whether AN1284 has any effect in mice fed a ND. Neither dose of AN1284 had any significant effect on body weight, liver weight, ALT, and oil red content.

**Figure 1:**
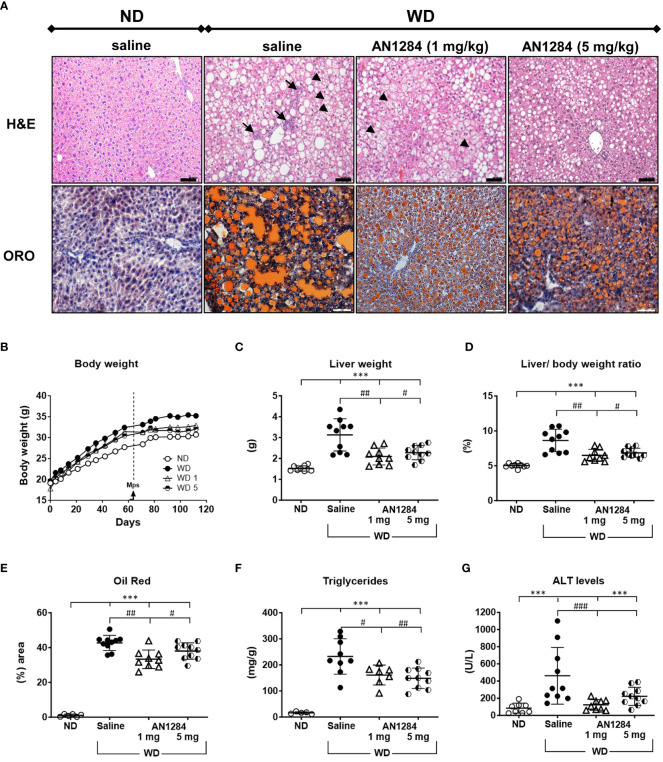
AN1284 reduces cell ballooning, inflammation, and hepatic fat accumulation in mice on a modified Western diet (WD). **(A)** WD causes cell ballooning (arrowheads), immune cell infiltration (arrows), fibrosis (H&E), and fat accumulation detected with Oil red-O (ORO). Calibration bar, 20 µM. WD increases body weight **(B)**, liver weight **(C)** and liver/body weight ratio **(D)**, ORO **(E)**, triglycerides **(F)** and ALT **(G)**. All measures except weight gain are significantly reduced by AN1284 (1 mg/kg/day) and all except ALT, significantly reduced by AN1284 5 mg/kg/day. ANN12284 1 mg/kg/day restores ALT to normal by AN1284. Significantly different from ND, ***p < 0.001; significantly different from WD + saline, #p < 0.05; ##p < 0.01; ###p < 0.001.

### 3.3 AN1284 attenuates liver fibrosis

Moderate pericellular fibrosis in the livers of mice on the WD was demonstrated by an increase in staining with SR and Col4 and by TGF-β1 mRNA levels (**Figures 2A-D**). AN1284 (1 and 5 mg/kg/day) decreased SR. TGF-β1 mRNA was significantly reduced by 1 and 5 mg/kg/day but Col4 was significantly reduced only by a dose of 1 mg/kg/day. Since the degree of fibrosis was only moderate in the mice on WD, we performed additional experiments to assess the effect of AN1284 in mice on ND in which liver fibrosis was induced by injections of CCl_4_ during a 7-week period. Fibrosis, assessed by SR and α-SMA staining, was already present at 4 weeks (**Figure 2E**). SR intensity increased significantly by 7 weeks. AN1284 (1 mg/kg/day) given by mps or orally, started after 4 weeks of CCl_4_ injections when fibrosis was clearly present, decreased the levels of SR, but α-SMA was only reduced significantly after oral administration. The results indicate that AN1284 is able to halt the progression of liver fibrosis (**Figures 2E-G**).

**Figure 2:**
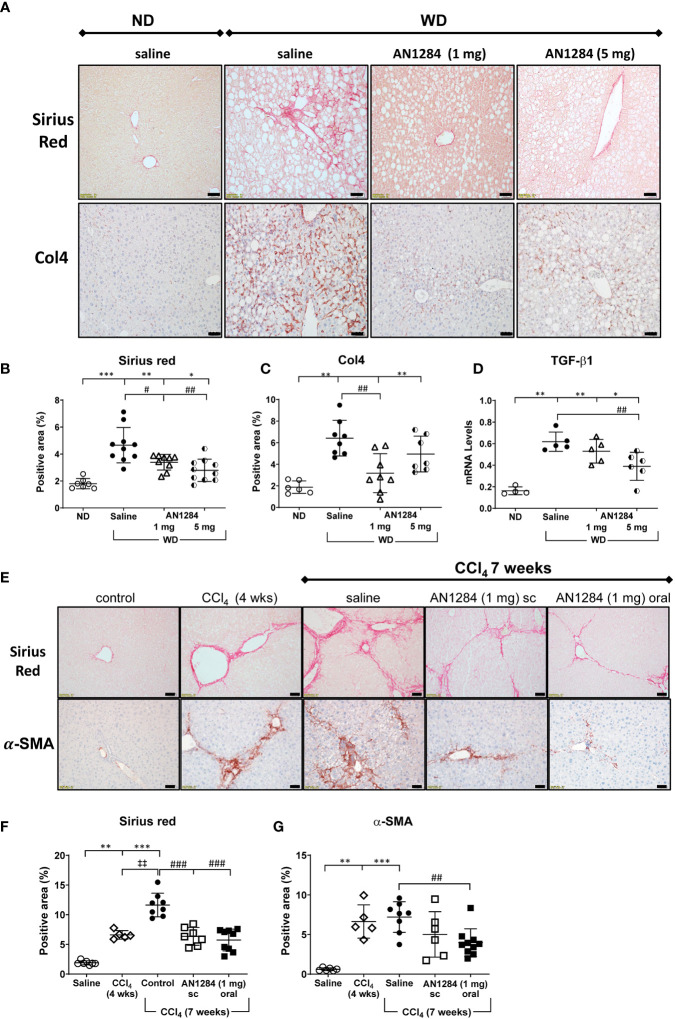
AN1284 reduces hepatic fibrosis in mice on a WD or after CCl4 injection. **(A)** WD increases the area of Sirius Red (SR) and Col4 and TGF-β1 compared to that in mice on ND. Calibration bar, 20 μM. **(B)** SR staining is significantly decreased by AN1284 (1 and 5 mg/kg/day). **(C)** Col4 staining is significantly decreased by AN1284 (1 mg/kg/day) but not by 5 mg/kg/day. **(D)** TGF-β1 mRNA is significantly reduced by AN1284 (5 mg/kg/day) but not by 1 mg/kg/day. **(E)** SR and α-SMA staining in mice is increased 4 and 7 weeks after bi-weekly injections of CCl4, a model of liver fibrosis. Calibration bar, 20 μM. **(F)** SR staining is significantly reduced by AN1284 1 mg/kg/day given by mps or in the drinking fluid. **(G)** α-SMA staining is significantly reduced by AN1284 given in the drinking fluid. Significantly different from control, *p < 0.05; **p < 0.01, ***p < 0.001. Significantly different from CCl4 4 weeks, ‡p < 0.01; significantly different from saline, #p < 0.05, ##p < 0.01, ###p < 0.001.

### 3.4 AN1284 reverses hepatic gene expression related to liver diseases

We used RNA-Seq analysis to elucidate the influence of AN1284 on WD-induced hepatic gene expression profile. This enabled us to identify the canonical pathways altered by both the WD and drug treatment and to assess the differences in global gene expression between groups. 

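Liver RNA of 19 mice was compared, 1 library per mouse. There were 3 mice on the ND given saline, 3 on the ND given AN1284 1 mg/kg/day, 3 on the ND given AN1284 5 mg/kg/day, 3 on the WD given saline, 4 on the WD given AN1284 1 mg/kg/day and 3 on the WD given AN1284 5 mg/kg/day. The diet lasted 4 months and the treatment 2 months. The authors aligned the reads to the mouse genome GRCm38 with TopHat2, counted reads per gene with HTSeq and normalized the counts by the size factors of DESeq2. The libraries held 23326800 to 32596067 counted reads. The normalized counts were taken as log2(count + 1), so every log2 fold change is on that scale, and its error is the standard error. A gene was tested if it reached a normalized count of 10 in at least 3 libraries, which left 14743 genes. The 6 groups were fitted together with limma, p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was taken as passing. Gene lists for liver pathways and cell types were fixed before the data were examined, and camera was used to ask whether a list moved more than the other genes. Camera was run with a preset correlation between genes and again with an estimated one. The scaling between diets needs care: size factors were 0.7592 to 0.7908 in the ND saline libraries and 1.0304 to 1.2679 in the WD saline libraries.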

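The livers spread along the first principal component mainly by diet, and the WD livers given AN1284 lay between the saline livers of the 2 diets. On this component the mean position was −31.88 ± 3.43 (SD, n = 3) for ND saline and 38.42 ± 3.89 (SD, n = 3) for WD saline. The WD livers lay at 9.42 ± 10.65 (SD, n = 4) with AN1284 1 mg/kg/day and at 14.55 ± 3.23 (SD, n = 3) with 5 mg/kg/day. On the ND the positions were −21.22 ± 8.56 (SD, n = 3) with 1 mg/kg/day and −12.42 ± 4.3 (SD, n = 3) with 5 mg/kg/day, nearer to the WD than ND saline was. The second component set the WD saline livers, at 17.12 ± 8.73, apart from the WD livers given 1 mg/kg/day, at −16.94 ± 6.35, and 5 mg/kg/day, at −6.83 ± 1.29. The components were computed from the 500 genes of highest variance and held 54.0% and 13.6% of their variance. In the plane of both, 12 of the 19 livers had a liver of their own group as nearest neighbour (permutation test over 100000 resamples, one-sided p = 7e-05). This held for 3 of 3 WD saline livers, 3 of 4 at 1 mg/kg/day and 3 of 3 at 5 mg/kg/day on the WD. It held for 1 of 3 ND saline livers, 0 of 3 at 1 mg/kg/day and 2 of 3 at 5 mg/kg/day on the ND. The permutation shuffled labels over both diets, so the split by diet enters its p-value. It does not test whether the treatment groups separate within a diet. The WD liver of AN1284 1 mg/kg/day replicate 3 was nearest to ND AN1284 5 mg/kg/day replicate 3.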

Principal component analysis (PCA) showed that the six experimental groups could clearly be separated by the first two principal components (PC1 and PC2; **Figure 3A**). Compared to a ND, the WD significantly changed the expression of 4,600 genes [with a Base Mean (BM) >150]. Those most changed by the WD and reversed by AN1284 are shown in **Figure 3B**. 

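The WD changed the level of about as many liver genes upward as downward. Among the genes with a base mean above 150, 5068 of 9189 passed the test between WD saline and ND saline, 2232 higher and 2836 lower on the WD. Over all genes tested, 4136 were higher and 3684 were lower, which is 53.04% of them. The changes were large: 2259 genes rose by more than 1 log2 unit, 1180 fell by more than 1, and the median absolute change of the genes that passed was 0.883. The abundant transcripts of the liver mostly fell. Of the 500 genes with the highest counts, 285 were lower and 53 were higher on the WD, and their share of all counts was 66.5% in the ND saline livers and 57.9% in the WD saline livers. The balance of higher and lower genes therefore rests on the scaling. When libraries were scaled by their totals, which moved the median log2 fold change of all genes by 0.431, 7581 were higher and 1350 were lower. Leaving out 1 library at a time gave 4208 to 5114 genes above the base mean limit. The ND saline livers also stood apart in heat shock genes, of which 7 or 8 of 8 had a lower mean in each other group. Hspa1b had 1335 ± 608 normalized counts (SD, n = 3) in them, and group means of 142 to 403 in the other groups. The clock gene Nr1d1 had 334 ± 175 (SD, n = 3), against group means of 1167 to 2376. The 19 clock genes as a list did not stand apart in 1 direction, with 8 to 13 of them lower in the other groups and medians of −0.278 to 0.176 relative to ND saline.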

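Many of the genes that moved most on the WD came back part of the way with AN1284. Others did not pass the test for it. Ly6d, a cell surface protein of the Ly6 family, rose from 33.2 ± 21.6 normalized counts in ND saline livers to 4130 ± 631 in WD saline livers (SD, n = 3 each). It stood at 400 ± 68.7 (SD, n = 4) with AN1284 1 mg/kg/day and at 866 ± 244 (SD, n = 3) with 5 mg/kg/day. Hsd3b5, a steroid-metabolizing enzyme of the male mouse liver, went the other way. It had 5787 ± 1098 normalized counts on the ND and 25.5 ± 27.2 on the WD (SD, n = 3 each), then 1619 ± 877 (SD, n = 4) and 756 ± 436 (SD, n = 3) at the lower and the higher dose.
On the log2 scale Ly6d (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620 of GRCm38) rose by 7.08 (SE 0.39, limma adjusted p = 2.81e-09) on the WD and had log2 fold changes of −3.37 and −2.28 with the doses. Hsd3b5 (ENSMUSG00000038092, chromosome 3, 98618634 to 98630252) fell by 8.26 (SE 0.62, adjusted p = 1.52e-07 from limma) and rose by 6.27 and 5.18. Serpina1e, a protease inhibitor secreted by hepatocytes, fell by 7.07 on the WD and rose by 4.32 and 3.27. Mup7, a major urinary protein, fell by 6.64 and rose by 4.76 and 3.72. Its rise at 5 mg/kg/day was 3.36 (adjusted p = 0.0522) without WD saline replicate 3. Nnmt, which methylates nicotinamide, fell by 4.32 on the WD and rose by 4.07 and 3.86. Serpina1e and Mup7 have close paralogs that may share reads with them. Among macrophage genes, Gpnmb rose by 6.24 on the WD and fell by 4.61 and 2.99. The call for the last fall was lost without WD saline replicate 1 (−2.82, adjusted p = 0.0541), WD AN1284 5 mg/kg/day replicate 1 (−2.74, adjusted p = 0.0592) or replicate 3 (−2.54, adjusted p = 0.082). Mmp12, a macrophage elastase, rose by 6.82 and fell by 4.78 at 1 mg/kg/day. Its difference at 5 mg/kg/day was −1.76 (adjusted p = 0.176). Cidea, a protein of lipid droplets, rose by 7.34 on the WD and was still higher than in ND saline with AN1284, by 4.87 and 5.08 (adjusted p = 0.00119 and 0.00166). Its log2 fold changes against WD saline were −2.48 (adjusted p = 0.0613) and −2.26 (adjusted p = 0.149). Cyp2c40 fell by 5.14. Its log2 fold changes with AN1284 were 1.23 (adjusted p = 0.15) and 1.08 (adjusted p = 0.3). In all, 2807 genes changed by the WD moved the opposite way with AN1284 1 mg/kg/day and 1663 with 5 mg/kg/day, and 1552 did so with both.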

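Among published pathway sets of the Reactome collection, those of the extracellular matrix were raised most clearly on the WD and those of the mitochondria and of protein synthesis were lowered. Of 52 genes of matrix proteoglycans, 41 were higher and 4 were lower in WD saline than in ND saline livers, with a median log2 fold change of 1.42 (camera adjusted p = 4.47e-09). Of 86 genes of mitochondrial translation, 61 were lower, with a median of −0.53 (camera adjusted p = 1.32e-10). Of 73 genes of respiratory electron transport, 58 were lower, with a median of −0.72 (camera adjusted p = 1.93e-10). Of 75 genes of eukaryotic translation elongation, 56 were lower, with a median of −0.55 (camera adjusted p = 1.32e-10). Over 854 sets, 194 were higher and 114 were lower on the WD. None held when camera estimated the correlation between genes, and the 4 sets above then had adjusted p = 0.446, 0.447, 0.447 and 0.466. The medians and the counts of higher and lower genes in these sets rest on the authors' size factors. Scaling by totals moved the median log2 fold change of all genes by 0.431, and the sets were not counted again under it.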

IPA and GSEA also revealed the top 20 pathways significantly altered by the diet that are associated with liver diseases (**Figure 3C**). 

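On the WD, the genes of lipid storage, scar matrix, inflammation and reactive oxygen production were higher in the liver, and the genes typical of hepatocytes were lower. Of 34 matrix genes measured, 32 were higher and 1 was lower (33 and 1 when adjusted over the list alone), with a median log2 fold change of 1.85 (camera adjusted p = 2.68e-13, and adjusted p = 0.182 with an estimated correlation). Nid1, which links basement membrane proteins, rose from 292 ± 45.2 to 2890 ± 226 normalized counts (SD, n = 3 each). Col4a1, a chain of type IV collagen (chromosome 8, 11198423 to 11312826 of GRCm38), rose by 2.19 on the log2 scale (SE 0.16, limma adjusted p = 1.83e-08).
Of 16 genes of lipid droplets and fatty acid uptake, 12 were higher and none was lower (12 higher when adjusted over the list alone), with a median of 1.95 (camera adjusted p = 2.59e-05, and adjusted p = 0.182 with an estimated correlation). Among them, the fatty acid binding protein Fabp4 rose by 2.96 and the lipoprotein receptor Vldlr by 3.15. Of 29 genes of NF-κB inflammation, 22 were higher and 1 was lower (22 and 1 when adjusted over the list alone) (camera adjusted p = 4.43e-06, and adjusted p = 0.271 with an estimated correlation). The IL-1 receptor antagonist Il1rn rose by 3.78 and the NF-κB inhibitor Tnfaip3 by 2.42. Of 8 genes that produce reactive oxygen or nitrogen species, 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone) (camera adjusted p = 0.00521, and adjusted p = 0.325 with an estimated correlation), with a rise of 2.34 for Cybb, a part of the phagocyte NADPH oxidase. Of 23 genes of apoptosis, 11 were higher and 2 were lower (11 and 2 when adjusted over the list alone) (camera adjusted p = 0.0175, and adjusted p = 0.182 with an estimated correlation), led by the death receptor Tnfrsf10b with 2.49. Camera gave adjusted p = 0.264 for the apoptosis list among genes with a base mean above 150.
Markers of other cell types were higher with these groups. Of 12 markers of lipid-laden macrophages, 11 were higher and 1 was lower (11 and 1 when adjusted over the list alone) (camera adjusted p = 4.81e-05, and adjusted p = 0.177 with an estimated correlation), and of 11 of monocytes, 11 were higher and none was lower (11 higher when adjusted over the list alone) (camera adjusted p = 2.37e-05, and adjusted p = 0.182 with an estimated correlation). Of 14 hepatocyte markers, 1 was higher and 11 were lower (1 and 11 when adjusted over the list alone), with a median of −1.13 (camera adjusted p = 2.32e-05, and adjusted p = 0.14 with an estimated correlation).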

The WD strongly activated pathways of hepatic steatosis and fibrosis and those encoding inflammation, oxidative stress, liver damage, and liver necrosis. All were significantly altered by AN1284 treatment, together with liver metabolism and elevation of the (FXR)/retinoid X receptor (RXR) and liver X (LXR) receptors (**Figures 3D, E**). 

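With AN1284, the matrix genes raised by the WD fell back and the genes of amino acid breakdown and the urea cycle rose, while the inflammation genes went both ways at 1 mg/kg/day. Of 34 matrix genes, 31 were lower and none was higher (33 lower when adjusted over the list alone) at 1 mg/kg/day than in WD saline, with a median log2 fold change of −1.67 (camera adjusted p = 4.02e-24, and adjusted p = 0.0762 with an estimated correlation). At 5 mg/kg/day 27 were lower and none was higher (32 lower when adjusted over the list alone), with a median of −1.46 (camera adjusted p = 9.94e-23, and adjusted p = 0.0636 with an estimated correlation). Nid1 stood at 500 ± 146 normalized counts (SD, n = 4) and 682 ± 128 (SD, n = 3). Col4a2, a partner chain of Col4a1, fell by 1.45 and 1.25 (SE 0.12 and 0.13, limma adjusted p = 3.96e-07 and 1.38e-05).
For lipid droplets and uptake, 5 were lower and none was higher (6 lower when adjusted over the list alone) at 1 mg/kg/day (camera adjusted p = 0.00295, and adjusted p = 0.378 with an estimated correlation) and 2 were lower and none was higher (5 lower when adjusted over the list alone) at 5 mg/kg/day (camera adjusted p = 0.000812, and adjusted p = 0.317 with an estimated correlation). Fabp4 fell by 2.08 and 2.01. Plin2, which coats lipid droplets, fell by 0.81 and 0.80. Its call at 5 mg/kg/day was lost without WD saline replicate 2 or 3 or without WD AN1284 5 mg/kg/day replicate 1 or 2 (adjusted p = 0.061, 0.0817, 0.0829 and 0.0596). For NF-κB inflammation at 1 mg/kg/day, 4 were higher and 5 were lower (4 and 10 when adjusted over the list alone), with a median of −0.54 (camera adjusted p = 0.0443, and adjusted p = 0.783 with an estimated correlation). This list lost its call without WD saline replicate 1 (adjusted p = 0.2) or WD AN1284 1 mg/kg/day replicate 3 (0.109) or 4 (0.066), and when libraries were scaled by totals (0.35). The chemokine Cxcl2 fell by 2.25 at 1 mg/kg/day, and the NF-κB subunit Nfkb2 by 0.58. At 5 mg/kg/day the median of the list was −0.29 (camera adjusted p = 0.132). The reactive oxygen list had medians of −0.11 and −0.13 (camera adjusted p = 0.99 and 0.983, the second with the opposite sign to its median), and the apoptosis list −0.09 and −0.19 (camera adjusted p = 0.416 and 0.188). Within the apoptosis list Tnfrsf12a, a member of the TNF receptor family, fell by 1.86 and 1.79.
Of 25 genes of amino acid breakdown, each lower on the WD (adjusted p = 0.14 with an estimated correlation), 22 were higher and none was lower (23 higher when adjusted over the list alone) at 1 mg/kg/day and 20 were higher and none was lower (25 higher when adjusted over the list alone) at 5 mg/kg/day (camera adjusted p = 2.51e-21 and 6.43e-25, and adjusted p = 0.0456 and 0.0335 with an estimated correlation). Agxt, which converts glyoxylate, rose by 2.20 and 1.93. Of 9 genes of the urea cycle, 8 rose at each dose (8 higher when adjusted over the list alone), with adjusted p = 0.0609 and 0.0372 with an estimated correlation. Arg1, the arginase that releases urea, rose by 1.16 and 1.02. The glutaminase Gls2 rose by 1.67 and 1.47. Markers of other cell types moved alongside. The 12 stellate cell markers had a median log2 fold change of 0.985 on the WD and of −0.869 and −0.696 with the doses. Whether the matrix genes fell within such cells or with their number was not tested. Of 14 hepatocyte markers, 12 were higher and none was lower (12 higher when adjusted over the list alone) at 1 mg/kg/day, and of 9 cholangiocyte markers, 9 were lower and none was higher (9 lower when adjusted over the list alone), with a median of −1.86 (adjusted p = 0.11 with an estimated correlation).

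**Figure D1:**
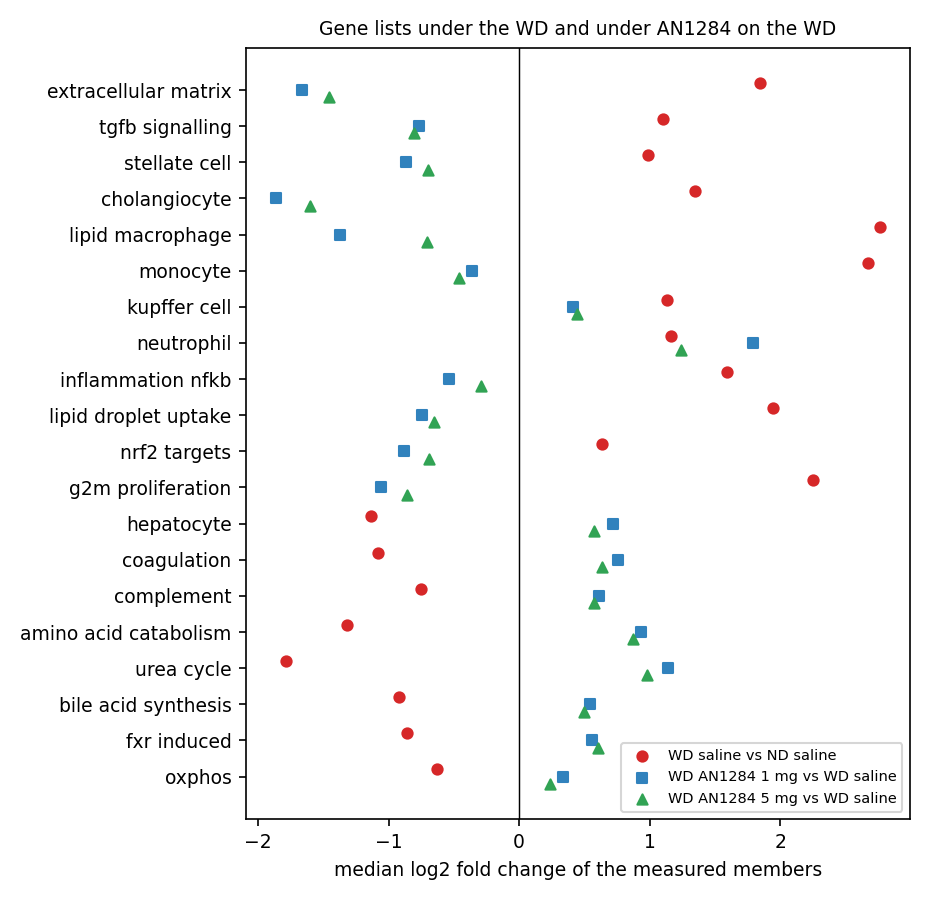
Median log2 fold change of 20 gene lists for WD saline against ND saline and for each dose of AN1284 against WD saline on the WD. The matrix list stands at 1.85, −1.67 and −1.46 and the urea cycle list at −1.78, 1.14 and 0.98, under the authors' size factors. The nuclear receptor list and other scalings are not drawn. Its median turns from −0.22 to 0.21 on the WD and from 0.14 to −0.10 at 1 mg/kg/day when libraries are scaled by totals.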

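Drug-metabolizing enzymes fell on the WD and rose again with AN1284, whereas the list of NRF2 target genes did the reverse. Of 18 genes induced by the receptors CAR and PXR, 3 were higher and 11 were lower (3 and 11 when adjusted over the list alone) on the WD (camera adjusted p = 0.000516, and adjusted p = 0.177 with an estimated correlation). With AN1284 on the WD, 8 were higher and 1 was lower (8 and 4 when adjusted over the list alone) at 1 mg/kg/day (camera adjusted p = 0.00118, and adjusted p = 0.172 with an estimated correlation), and 8 were higher and 1 was lower (9 and 1 when adjusted over the list alone) at 5 mg/kg/day (camera adjusted p = 1.55e-05, and adjusted p = 0.0636 with an estimated correlation). Cyp2c54 fell by 4.39 on the WD and rose by 2.92 and 2.97 with the doses on the log2 scale (limma adjusted p = 1.84e-09, 3.53e-07 and 5.61e-06). Cyp2c29 fell by 2.62 and rose by 1.77 and 1.89. These Cyp2c genes are close paralogs that may share reads. Cyp2b10, an enzyme induced through CAR, fell from 166 ± 76.6 to 5.93 ± 1.33 normalized counts (SD, n = 3 each) and stood at 57.4 ± 28.3 (SD, n = 4) and 60.3 ± 59.3 (SD, n = 3). At 5 mg/kg/day its rise had adjusted p = 0.00296 by limma on normalized counts and 0.0509 by limma voom.
Of 22 NRF2 targets, 14 were higher and 1 was lower (14 and 1 when adjusted over the list alone) on the WD (camera adjusted p = 9.36e-05, and adjusted p = 0.177 with an estimated correlation), then 14 were lower and none was higher (15 lower when adjusted over the list alone) at 1 mg/kg/day and 10 were lower and none was higher (15 lower when adjusted over the list alone) at 5 mg/kg/day (adjusted p = 0.0456 and 0.0372 with an estimated correlation). Cbr3, a carbonyl reductase, rose by 4.29 and fell by 3.40 and 2.97. The sulfiredoxin Srxn1 rose by 2.12 and fell by 1.60 and 1.24.
The genes induced by AhR went both ways. Of 12 measured, 4 were higher and 3 were lower (4 and 3 when adjusted over the list alone) on the WD, 2 were higher and 4 were lower (2 and 5 when adjusted over the list alone) at 1 mg/kg/day and 1 was higher and 1 was lower (2 and 4 when adjusted over the list alone) at 5 mg/kg/day (camera adjusted p = 0.801, 0.529 and 0.629). Cyp1a2 fell by 2.98 on the WD and rose by 1.15 and 1.14 with the doses (SE 0.12 and 0.13, limma adjusted p = 3.81e-06 and 3.47e-05). Cyp1a1 had a log2 fold change of −0.21 (adjusted p = 0.667) at 1 mg/kg/day and −0.75 (adjusted p = 0.149) at 5 mg/kg/day. Cyp1b1 rose by 1.84 on the WD and fell by 1.68 at 1 mg/kg/day, a fall of 1.31 (adjusted p = 0.0618) without WD saline replicate 3. Its value at 5 mg/kg/day was −1.33 (adjusted p = 0.0607), and it passed without WD saline replicate 1 (−1.69, adjusted p = 0.0351) or WD AN1284 5 mg/kg/day replicate 2 (−1.64, adjusted p = 0.0408). Nqo1, a quinone reductase shared with the NRF2 list, rose by 1.56 and fell by 1.03 at 1 mg/kg/day, and Ugdh fell by 0.77 and 0.57.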

The xenobiotic metabolism and AhR pathways were also significantly altered by AN1284. 

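Genes of TGF-β signalling rose on the WD and fell with AN1284. The cytokine genes Tgfb1 and Tnf also rose on the WD, but their changes with AN1284 did not pass the test. Of 17 genes of TGF-β signalling, 13 were higher and none was lower (13 higher when adjusted over the list alone) on the WD (camera adjusted p = 0.000151, and adjusted p = 0.177 with an estimated correlation). At 1 mg/kg/day 1 was higher and 11 were lower (1 and 12 when adjusted over the list alone) (camera adjusted p = 6.01e-05, and adjusted p = 0.119 with an estimated correlation), and at 5 mg/kg/day 9 were lower and none was higher (9 lower when adjusted over the list alone) (camera adjusted p = 5.86e-07, and adjusted p = 0.0619 with an estimated correlation). The receptor Tgfbr2 rose by 1.80 on the WD and fell by 0.97 and 1.04 on the log2 scale (limma adjusted p = 2.56e-07, 0.00026 and 0.000621). The ligand Tgfb2 fell by 1.77 and 1.68. The transducer Smad3 fell by 0.90 and 0.67, and the second call was lost without WD saline replicate 1 (−0.64, adjusted p = 0.0545) or WD AN1284 5 mg/kg/day replicate 2 (−0.60, adjusted p = 0.0632).
The ligand Tgfb1 rose by 1.49 on the WD and had log2 fold changes of −0.36 (adjusted p = 0.328) and −0.45 (adjusted p = 0.304) with the doses. Tnf rose by 2.64 and then differed by −0.12 (adjusted p = 0.909) and −0.33 (adjusted p = 0.791). Il1b rose by 1.84 (limma adjusted p = 0.0044, and 0.0506 by limma voom). Il1b was higher still at 1 mg/kg/day, by 1.404 (adjusted p = 0.0325), a call lost without WD saline replicate 2 (1.02, adjusted p = 0.154) or 3 (1.24, adjusted p = 0.127) and without WD AN1284 1 mg/kg/day replicate 1 (1.07, adjusted p = 0.079) or 4 (1.38, adjusted p = 0.069).
Among receptors that steer hepatocyte genes, Nr1i3, which encodes CAR, fell by 1.34 on the WD and had log2 fold changes of 0.59 (adjusted p = 0.0863) and 0.51 (adjusted p = 0.213) with AN1284. Nr1i2, which encodes PXR, fell by 0.79 and rose by 0.61 at 1 mg/kg/day. Hnf4a, a factor that maintains hepatocyte genes, fell by 0.90 and rose by 0.67 and 0.55, the last value becoming 0.26 (adjusted p = 0.137) with quantile normalization.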

IPA prediction of the up- or downstream regulators by AN1284 (**Supplementary Table 1**) indicated a role of several nuclear receptors (AhR, RXR, LXR, CAR, and FXR) and the inhibition of several cytokines and growth factors (i.e., TGF-β, TNF-α, IL-1β, and FGF). 

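Rxra and Nr1h3, the gene of LXRα, were higher in the livers of WD mice given AN1284 than in those given saline, and Ahr was lower at the smaller dose. Rxra (ENSMUSG00000015846, chromosome 2, 27676440 to 27762957 of GRCm38) had 8717 ± 177 normalized counts in WD saline livers (SD, n = 3), 13260 ± 769 (SD, n = 4) at 1 mg/kg/day and 12540 ± 515 (SD, n = 3) at 5 mg/kg/day. It rose by 0.60 (SE 0.09, limma adjusted p = 0.000118) and 0.52 (SE 0.10, adjusted p = 0.00166) on the log2 scale. On the ND, Rxra was also higher with AN1284 than with saline, by 0.37 (adjusted p = 0.0379) and 0.43 (adjusted p = 0.0132). Nr1h3 (chromosome 2, 91184061 to 91202834) rose by 0.61 (SE 0.10, limma adjusted p = 0.000388) at 1 mg/kg/day and 0.44 (SE 0.11, adjusted p = 0.0136) at 5 mg/kg/day. The call for the second rise was lost without WD saline replicate 3 (0.35, adjusted p = 0.0956) or WD AN1284 5 mg/kg/day replicate 3 (0.36, adjusted p = 0.0841) and when libraries were scaled by totals (0.22, adjusted p = 0.184).
Ahr (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038) had 1345 ± 445 normalized counts in ND saline and 1689 ± 444 in WD saline livers (SD, n = 3 each), then 986 ± 109 (SD, n = 4) and 1240 ± 363 (SD, n = 3) with the doses. It fell by 0.75 (SE 0.25, limma adjusted p = 0.0372) at 1 mg/kg/day, and its value at 5 mg/kg/day was −0.46 (SE 0.27, adjusted p = 0.292). The call at 1 mg/kg/day was lost without WD saline replicate 1 (−0.83, adjusted p = 0.0624) or 3 (−0.55, adjusted p = 0.193). It was also lost without WD AN1284 1 mg/kg/day replicate 2, 3 or 4 (−0.77, −0.74 and −0.69, adjusted p = 0.0584, 0.0729 and 0.0952). With a replicate block (adjusted p = 0.101) or no filter on low values (0.0782) it did not pass either.
Nr1h4, the gene of FXR, had log2 fold changes of 0.08 (adjusted p = 0.572) and −0.09 (adjusted p = 0.636) with AN1284. The diet's own effect on these receptors turns with the scaling: on the WD, Nr1h4 had a log2 fold change of −0.31 and Nr1h3 of −0.34, against 0.12 and 0.09 by totals, and Rxra had −0.22 (adjusted p = 0.0644), against 0.26 (adjusted p = 0.0318) with quantile normalization. Of 25 nuclear receptor genes, 5 were higher and 1 was lower (6 and 2 when adjusted over the list alone) at 1 mg/kg/day (camera adjusted p = 0.0241, and adjusted p = 0.201 with an estimated correlation), a direction of the median that turns when libraries are scaled by totals, and 4 were higher and 0 were lower (8 and 1 when adjusted over the list alone) at 5 mg/kg/day (camera adjusted p = 0.000834, and adjusted p = 0.0636 with an estimated correlation).

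**Figure D2:**
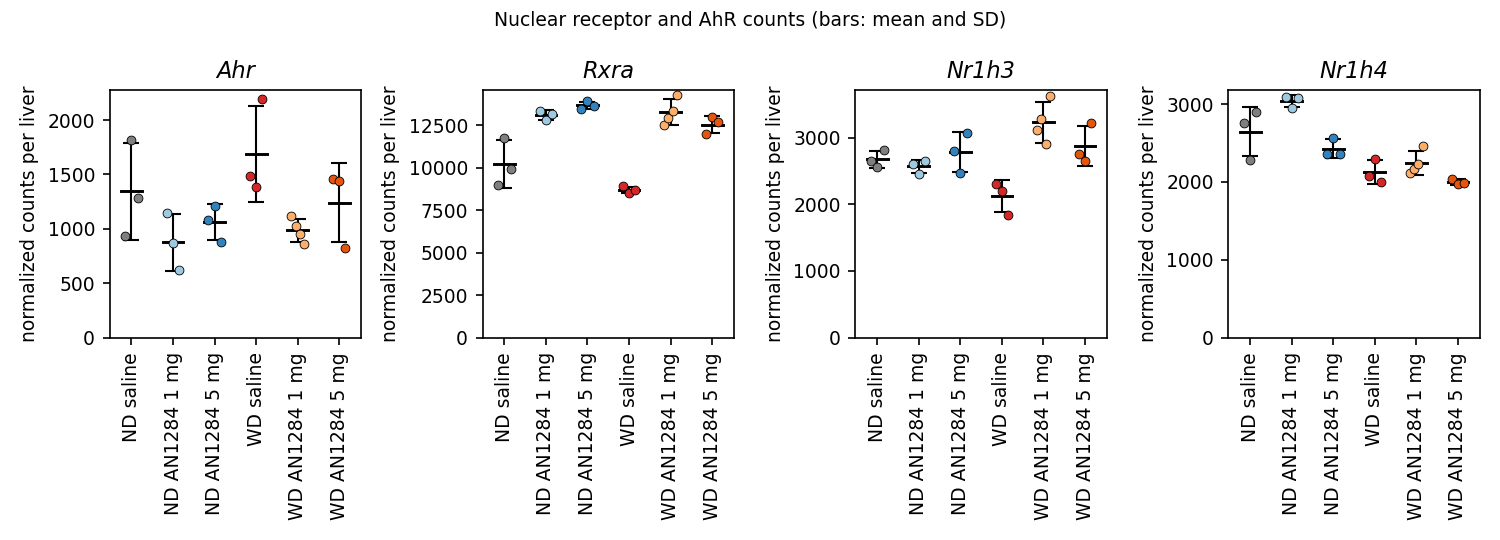
Normalized counts of Ahr, Rxra, Nr1h3 and Nr1h4 in each of the 19 livers by diet and treatment, with the mean and SD of each group. The 4 WD livers at 1 mg/kg/day and the 3 at 5 mg/kg/day lie above the WD saline livers for Rxra.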

IPA pathways analysis suggested a decrease for AhR and an elevation of RXR and LXR (**Figures S2–S4**).

**Figure 3:**
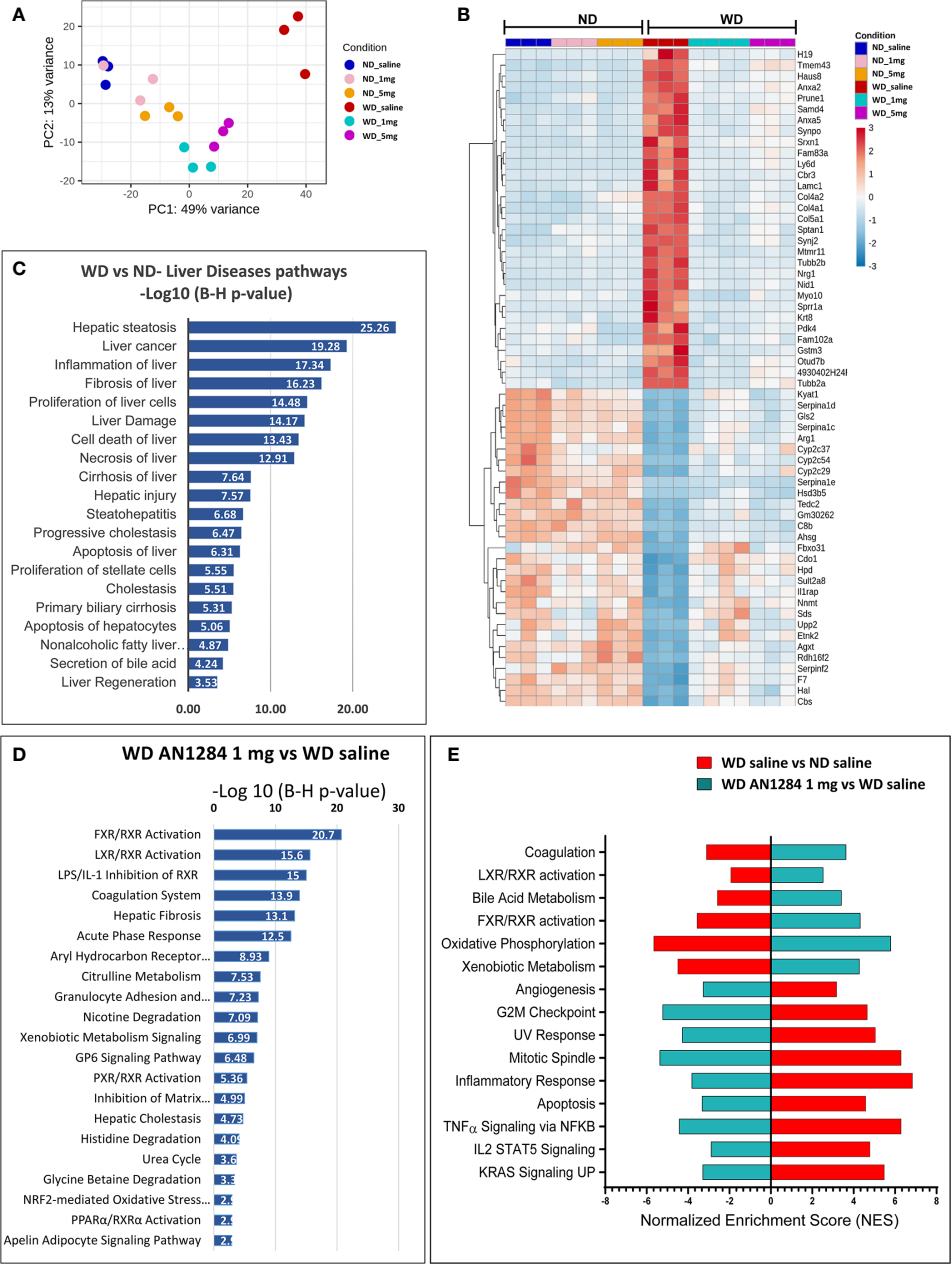
Effect of WD and AN1284 treatment on hepatic gene expression. **(A)** PCA plot showing RNA-Seq samples analyzed by diet and treatment groups. The WD substantially alters gene expression, while AN1284 treatment returns it to that of mice on a ND. **(B)** Heat map of genes most changed by the WD and the effect of AN1284 (1 and 5 mg/kg/day) on them. Red and blue colors indicate high and low gene expression, respectively. **(C)** IPA showing the top 20 pathways involved in liver disease and function that were significantly elevated by the WD compared to ND. Values are expressed as –log (B–H *p*-value). **(D)** IPA showing the top 20 canonical pathways that were significantly altered in AN1284-treated mice on a WD compared to those treated with saline. Values are expressed as –log (B–H *p*-value). **(E)** GSEA showing the most significant, enriched pathways that were up- or downregulated by the WD and the change reversed by AN1284 treatment.

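With AN1284, many of the genes changed by the WD moved back toward the ND, and most genes that AN1284 changed were of this kind. At 1 mg/kg/day 1542 genes that rose on the WD fell and 1265 that fell rose, together 83.1% of the genes that the dose changed and 35.9% of those that the WD changed. At 5 mg/kg/day 931 fell back and 732 rose, 89.9% and 21.3%. Of the genes moved back, 1918 at the lower dose and 1041 at the higher no longer passed the test against ND saline, 856 and 614 still did on the side of the WD, and 33 and 8 had passed beyond the ND. Compared directly with ND saline, 4488 genes differed at 1 mg/kg/day and 4543 at 5 mg/kg/day. Of these, 3787 and 4073 were genes changed by the WD that still lay on its side. The median share of the WD effect undone was 45.5% and 37.9%. Because both steps share the WD saline livers, noise in these alone can look like a return. In 20 simulated data sets with no effect of the drug the mean count was 0 and 0.05 genes, a level for that noise alone. The simulated noise was drawn for each gene separately, so these counts leave out noise that moves many genes of a liver together. The share of the WD effect undone was not simulated. Nor do the simulations cover a real drug effect that is unrelated to the diet. Independent lists of the same sizes would share 521 genes that rose and fell back and 380 that fell and rose at 1 mg/kg/day. At 5 mg/kg/day they would share 291 and 203.
Secreted hepatocyte proteins were among those that returned. Of 23 coagulation genes, 1 was higher and 20 were lower (2 and 21 when adjusted over the list alone) on the WD (camera adjusted p = 5.46e-10, and adjusted p = 0.14 with an estimated correlation), then 18 were higher and none was lower (20 higher when adjusted over the list alone) at 1 mg/kg/day and 19 were higher and none was lower (20 higher when adjusted over the list alone) at 5 mg/kg/day (adjusted p = 0.0456 and 0.0335 with an estimated correlation). F7, coagulation factor VII, had 2580 ± 370 normalized counts in ND saline and 765 ± 132 in WD saline livers (SD, n = 3 each), then 2166 ± 239 (SD, n = 4) and 1860 ± 96.1 (SD, n = 3). Of 19 complement genes, 13 were lower and none was higher (13 lower when adjusted over the list alone) on the WD (camera adjusted p = 1.35e-05, and adjusted p = 0.182 with an estimated correlation), then 13 were higher and none was lower (13 higher when adjusted over the list alone) and 12 were higher and none was lower (12 higher when adjusted over the list alone) with the doses (adjusted p = 0.0984 and 0.0619 with an estimated correlation). C8b, a chain of the terminal complex, fell by 3.20 and rose by 2.08 and 1.77 on the log2 scale (limma adjusted p = 1.84e-09, 3.96e-07 and 1.47e-05). Of 43 nuclear genes of oxidative phosphorylation, 33 were lower and none was higher (35 lower when adjusted over the list alone) on the WD (camera adjusted p = 1.32e-08, and adjusted p = 0.382 with an estimated correlation), then 9 were higher and none was lower (5 higher when adjusted over the list alone) at 1 mg/kg/day, where the adjusted p was 0.607 with an estimated correlation. At 5 mg/kg/day the median of this list was 0.23 (adjusted p = 0.667 with an estimated correlation).
The counts at each dose depend on single livers. Without WD saline replicate 3, 1847 and 926 genes moved back, and without WD AN1284 5 mg/kg/day replicate 3, 1022 did at that dose. Without ND saline replicate 1, 2990 genes differed from ND saline at 5 mg/kg/day.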

### 3.5 Effect of AN1284 on LXR/RXR and FXR/RXR pathways

In recent years, the role of nuclear receptors in liver steatosis and NASH has been investigated. While some of them were initially characterized as xenobiotic receptors, subsequent observations have pointed to their equally important metabolic functions (27, 28). FXR and LXR control metabolic processes abundantly expressed in the liver. IPA and GSEAs indicated that AN1284 treatment activated the FXR/RXR pathway with a *p*-value of 20.7 and the LXR/RXR pathway with a *p*-value of 15.6 (**Figure 3D**, **S2**, **S3**). This was verified by WB analysis, which showed that levels of hepatic RXRα protein increased by the diet were further elevated by AN1284 (**Figures 4A, B**). 

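More of the genes that FXR induces fell than rose on the WD, and more rose than fell with AN1284. Of the LXR targets mainly the sterol exporters rose further. Of 16 genes induced by FXR, 2 were higher and 11 were lower (2 and 11 when adjusted over the list alone) on the WD (camera adjusted p = 0.00521, and adjusted p = 0.14 with an estimated correlation). With AN1284 1 mg/kg/day on the WD, 8 were higher and 2 were lower (9 and 3 when adjusted over the list alone) (camera adjusted p = 0.00286, and adjusted p = 0.0609 with an estimated correlation), and with 5 mg/kg/day 9 were higher and 1 was lower (10 and 1 when adjusted over the list alone) (camera adjusted p = 8.07e-05, and adjusted p = 0.0335 with an estimated correlation). Fetub, a secreted protease inhibitor, had 17040 ± 3324 normalized counts in ND saline and 5624 ± 585 in WD saline livers (SD, n = 3 each), then 11090 ± 1279 (SD, n = 4) and 10080 ± 767 (SD, n = 3), rises of 0.98 and 0.84 on the log2 scale (limma adjusted p = 2.62e-05 and 0.000505). Fgg, the fibrinogen gamma chain, rose by 1.222 and 1.01. Kng1, kininogen, rose by 0.71 and 0.59. With quantile normalization the values were 0.27 (adjusted p = 0.0731) and 0.20 (adjusted p = 0.286). Abcb4, the phospholipid exporter of the canaliculus, went the other way, rising by 0.94 on the WD and falling by 0.54 at 1 mg/kg/day. The hepatocyte markers moved in the direction of most of the FXR list, with medians of −1.13 on the WD and 0.72 and 0.57 with the doses. Whether the list rose through FXR or with hepatocyte genes in general was not tested.
Of 15 LXR targets, 10 were higher and 1 was lower (10 and 2 when adjusted over the list alone) on the WD (camera adjusted p = 0.00591, and adjusted p = 0.177 with an estimated correlation), led by the cholesterol transporter Abcg1 with 2.52. At 1 mg/kg/day 3 were higher and 1 was lower (3 and 1 when adjusted over the list alone) and at 5 mg/kg/day 3 were higher and none was lower (3 higher when adjusted over the list alone). The medians were −0.12 and −0.10 while camera pointed upward (adjusted p = 0.532 and 0.403). Abcg8 and Abcg5, which together export sterols into bile, rose by 1.42 and 1.28 at 1 mg/kg/day and by 1.20 and 1.11 at 5 mg/kg/day (SE 0.16 to 0.18, limma adjusted p = 1.31e-05 to 0.000505). Of 14 genes of bile acid synthesis, 1 was higher and 9 were lower (1 and 9 when adjusted over the list alone) on the WD (camera adjusted p = 0.000113, and adjusted p = 0.177 with an estimated correlation), then 8 were higher and 0 were lower (8 and 1 when adjusted over the list alone) at 1 mg/kg/day and 8 were higher and none was lower (8 higher when adjusted over the list alone) at 5 mg/kg/day (adjusted p = 0.172 and 0.0976 with an estimated correlation). Akr1d1, a reductase of that pathway, fell by 1.93 and rose by 1.183 and 1.401. Some of these genes stand in more than 1 list, among them Nr1h3 itself among the LXR targets. From its analyses of enriched pathways in these livers the paper states that AN1284 activated the FXR/RXR and LXR/RXR pathways, and it reports RXRα protein next (Figure 4).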

Although RXRα protein levels did not change in the liver of mice, 7 weeks after CCl_4_ injections, they were greatly increased by both routes of AN1284 administration (**Figures 4C, D**). The WD also increased the percent area of fatty acid translocase (CD36)-positive cells (**Figures 4E, F**) and hepatic mRNA levels of FASN (**Figure 4G**) as suggested from RNA-Seq results (**Figure S2**). 

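The transcripts of the fatty acid transporter Cd36 and of the enzymes Fasn, Acaca and Scd1 were higher on the WD, while the genes of fatty acid synthesis as a list went both ways. Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801 of GRCm38) had 1073 ± 455 normalized counts in ND saline livers and 8736 ± 1355 in WD saline livers (SD, n = 3 each), a rise of 3.12 on the log2 scale (SE 0.24, limma adjusted p = 4.47e-08). Fasn, the fatty acid synthase (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547), had 25010 ± 6626 and 67390 ± 7056 (SD, n = 3 each), a rise of 1.46 (SE 0.36, limma adjusted p = 0.00275). Acaca, which encodes the carboxylase ACC, rose by 1.76 (SE 0.20, limma adjusted p = 1.42e-06). Of 18 genes of fatty acid synthesis, 9 were higher and 5 were lower (9 and 5 when adjusted over the list alone), with a median of 0.74 (camera adjusted p = 0.167). The desaturase Scd1 rose by 1.66.

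**Figure D3:**
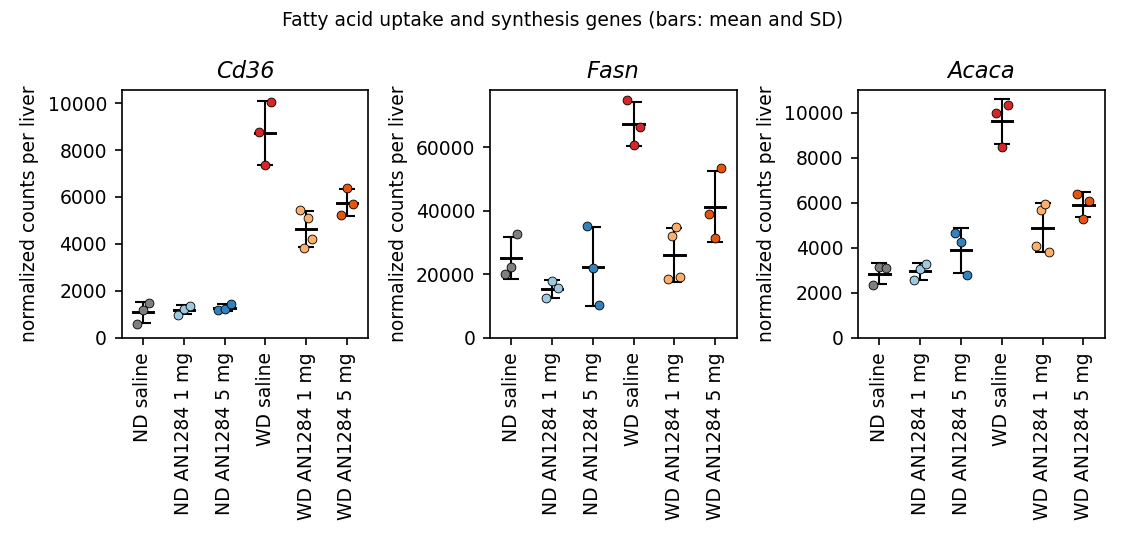
Normalized counts of Cd36, Fasn and Acaca in each of the 19 livers by diet and treatment, with bars for the mean and SD of each group. The 3 WD saline livers have the group mean of 8736 for Cd36, and WD livers at 1 mg/kg/day and 5 mg/kg/day have means of 4635 and 5763. The Cd36 difference from WD saline passed at 1 mg/kg/day (limma adjusted p = 0.00704) and did not pass at 5 mg/kg/day (limma adjusted p = 0.126).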

AN1284 (1 and 5 mg/kg/day) significantly decreased gene expression of CD36, ACC, and FASN.

**Figure 4:**
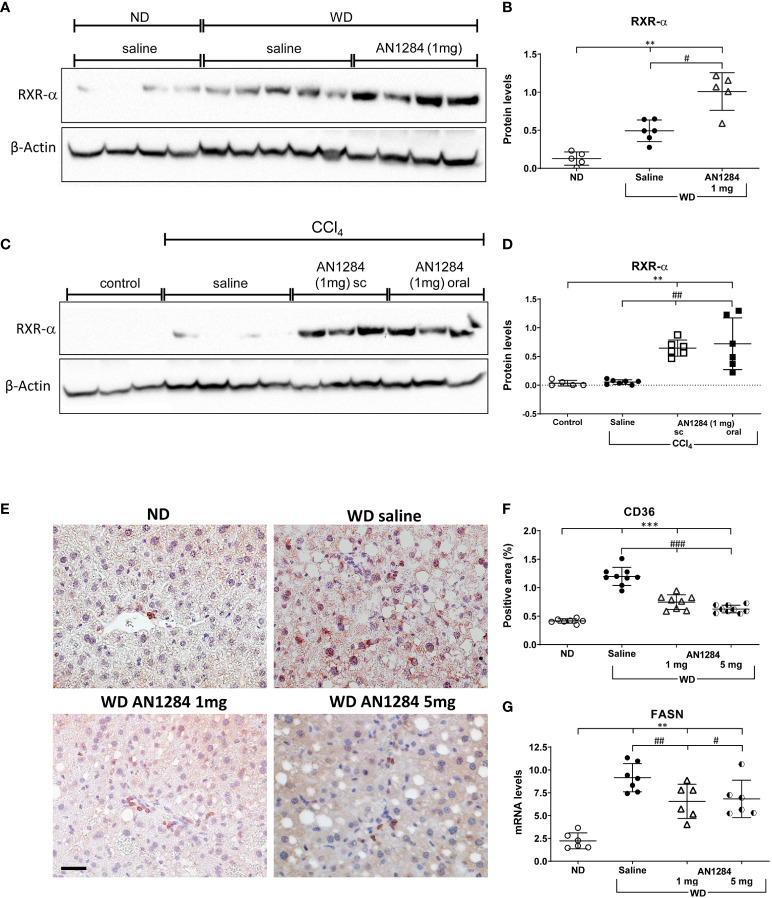
AN1284 increases RXR-α protein levels and decreases CD36 and FASN in mice on a WD. **(A, B)** WB of RXRα in mice on a WD. WD increases RXRα protein levels, which are further increased by AN1284 (1 mg/kg/day). The 5-mg dose was not tested. **(C, D)** WB of RXRα in mice after injection of CCl_4_. CCl_4_ alone has no effect on the levels of RXR-α, which were markedly increased by AN1284 (1 mg/kg/day) given by mps or in the drinking water. **(E, F)** Immunohistochemical staining of CD36-positive cells. The cells, indicated by red staining, are a significantly greater proportion of the area in mice on WD than on ND and are markedly reduced by AN1284 (1 and 5 mg/kg/day). **(G)** mRNA levels of FASN in mice on WD. FASN mRNA levels are increased by the WD and reduced by AN1284 (5 mg/kg/day). 1 mg/kg/day (*p* = 0.05). Significantly different from ND, **p < 0.01, ***p < 0.001; significantly different from WD + saline, #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001.

### 3.6 AN1284 switches hepatic immune response from pro- to anti-inflammatory

Hepatic inflammation plays an important role in the progression of NASH. Since the AhR is involved in many inflammatory responses, including suppression of cytokine release in LPS activated macrophages (28), we examined whether AN1284 also influences hepatic inflammation. In the livers of saline-treated mice, the WD significantly increased the number of hepatic T cells (CD3), macrophages (F4/80), and B cells (CD45R), but not neutrophils (Ly6B; **Figures 5A-E**). It also increased hepatic gene expression of CCL2 (**Figure 5F**), a marker of immune activation. AN1284 (1 mg/kg/day), but not 5 mg, increased the number of neutrophils and further increased that of macrophages, B cells, and T cells (**Figures 5A-E**). AN1284 depressed CCL2 gene expression (**Figure 5F**) and increased that of IL-10 (**Figure 5G**).

**Figure 5:**
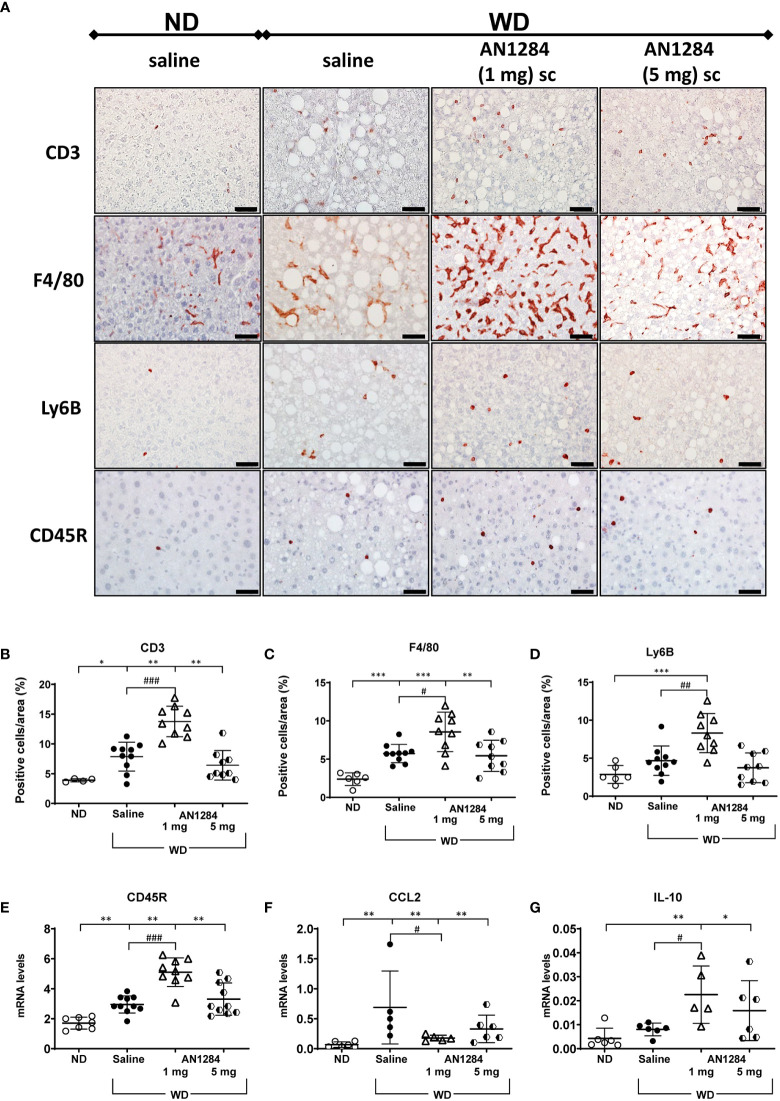
Effect of AN1284 on hepatic immune cells, anti-inflammatory cytokines, and CCL2 in mice on a WD. **(A–E)**. Immunohistochemical staining of immune cells in mice livers on a WD. CD3 for T cells, F4/80 for macrophages, CD45R for B cells, and Ly6B for neutrophils and NK cells. Calibration bar, 20 µM. **(F)**. mRNA levels of CCL2 in the liver of mice on a WD. WD increases T cells, macrophages and CCL2 expression. AN1284 (1 mg/kg/day) significantly further increases T cells **(B)**, macrophages **(C)**, neutrophils **(D)**, B cells **(E)** and IL-10 hepatic levels **(G)** but decreases CCL2 mRNA **(F)** Significantly different from ND, *p < 0.05; **p < 0.01; ***p < 0.001; significantly different from WD, #p < 0.05; ##p < 0.01; ###p < 0.001.

### 3.7 AN1284 reduces steatosis in isolated human hepatoma cells through AhR nuclear translocation

Previous studies indicated that AhR acts as a “double-edged sword” in the progression of NAFLD, depending on the specific ligand (29). In order to determine whether AN1284 can have a direct effect on liver cells, we used a HUH7- human hepatoma cell line. The addition of PA/BSA complex to HUH7 cells for 48 h increased fat content (*p* < 0.0001). This was significantly reduced by AN1284 (0.21, 2.1, and 6.3 ng/ml) (**Figures 6A, B**). The concentrations were in the range of those found in the liver of mice treated with 1 and 5 mg/kg/day. BSA alone had no effect on the measurements. Since the RNA-Seq results suggested AhR as an upstream regulator, we analyzed its nuclear translocation in the HUH7 cells incubated with PA, 15 min after the addition of AN1284, and found this to be increased by AN1284 (6.3 ng/ml) (**Figures 6C, D**), together with upregulation in the expression of AhR target gene CYP1a1 and also ACOX1 (**Figures 6E, F**) 24 h later. AN1284 also decreased SREBP-1c mRNA, the principal transcriptional regulator of FASN that was elevated by PA (*p* < 0.001, **Figure 7E**). Similarly, FASN mRNA was decreased by AN1284 (2.1 and 6.3 ng/ml), opposing the increase caused by PA addition (*p* < 0.001; **Figure 7F**). In order to confirm that AN1284 suppresses fat accumulation in HUH7 cells through AhR, we silenced the receptor by using siRNA. AN1284 no longer reduced lipid in cells pre-treated with siRNA (**Figures 7A, B**). AhR protein levels were substantially reduced in HUH7 cells treated with AhR siRNA (**Figures 7C, D**). When these cells were incubated with PA and pre-treated with AN1284 siRNA, the levels of SREBP-1 and FASN genes remained elevated (**Figures 7E, F**). We also checked if AN1284 directly elevated RXR-α in the hepatoma cells. No change was observed in its protein levels in the WB analysis (**Figures 7C, D**).

**Figure 6:**
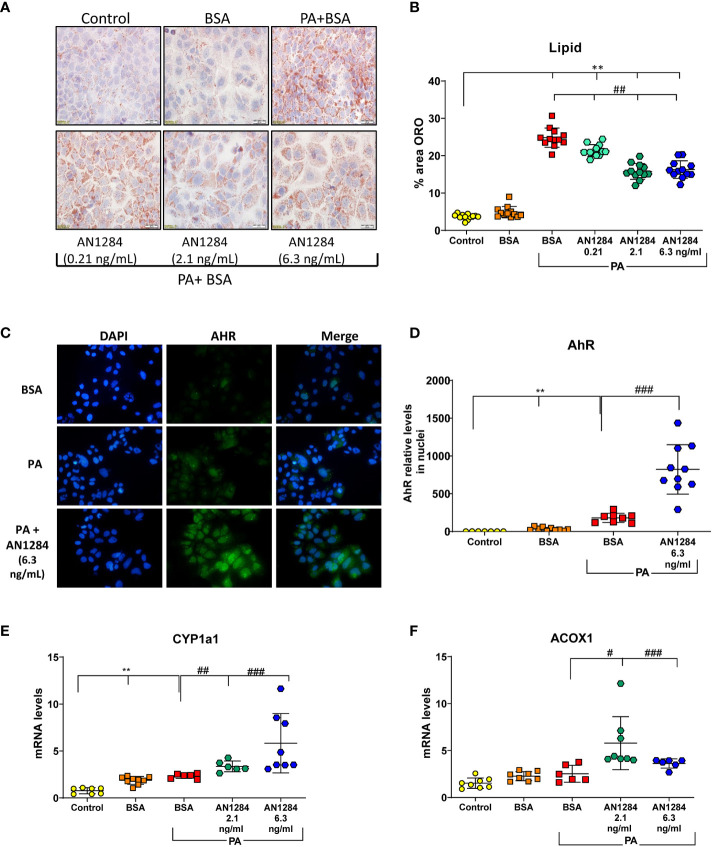
AN1284 decreases lipid generation from palmitic acid (PA), in human hepatoma cells in culture, through AhR activation. **(A)** Representative ORO staining in HUH7 human hepatoma cells incubated with PA/BSA and treated with increasing doses of AN1284 for 24 h. **(B)** Percent area of ORO in hepatoma cells after 2 h. **(C)** Nuclear translocation of AhR, 15 min after AN1284 addition. **(D)** AhR nuclear quantitation 15 min after AN1284 addition. **(E)** CYP1a1 mRNA levels after 24 h. **(F)** ACOX1 mRNA levels after 24 h. Significantly different from control **p < 0.01; significantly different from BSA + PA, #p < 0.05; ##p < 0.01; ###p < 0.001. These concentrations of AN1284 are within the range found in the liver after chronic treatment at 1 mg/kg/day by mps in this study.

**Figure 7:**
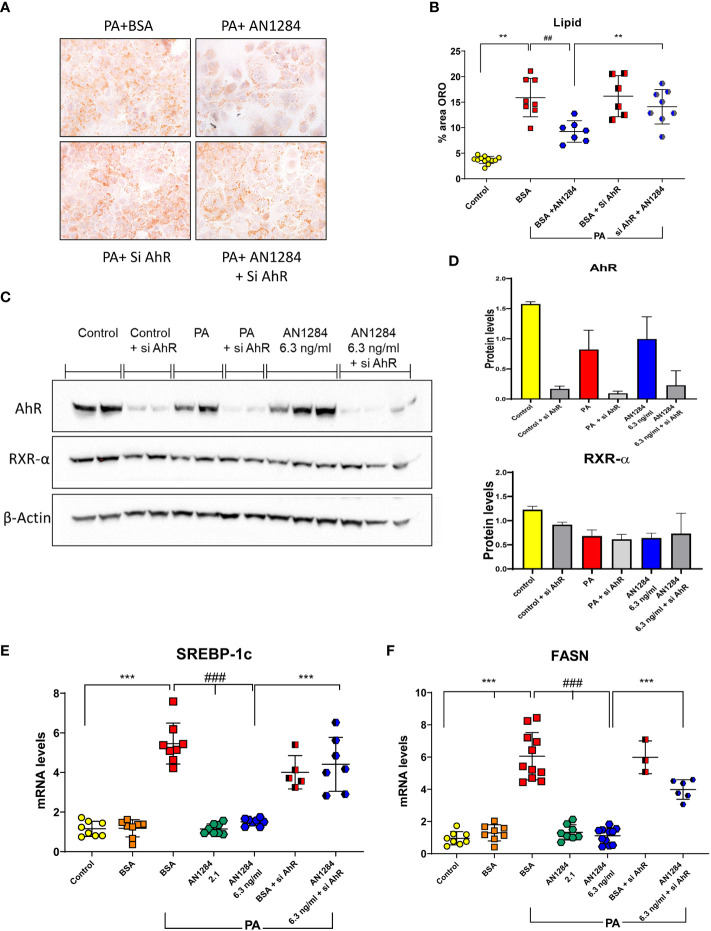
AhR silencing in human hepatoma cells by siRNA blocks the beneficial effects of AN1284 on lipid generation. **(A)** Representative ORO staining in HUH7 human hepatoma cells incubated with PA/BSA and treated with AN1284 ± siRNA for 24 h. **(B)** Percent area of ORO after 24 h. **(C)** Western blot of AhR and RXR-α proteins in HUH7 hepatoma cells incubated with PA and treated with AN1284 (6 ng/ml) ± siRNA for 24 h. **(D)** AhR silencing with siRNA reduced AhR protein levels in hepatoma cells but had no effect on RXR-α levels. **(E)** SREBP-1c mRNA levels after 24 h. **(F)** FASN mRNA levels after 24 h. Significantly different from control **p < 0.01; ***p < 0.001. Significantly different from BSA + PA, ##*p* < 0.01; ###*p* < 0.001.

## 4 Discussion

In our earlier study performed in diabetic mice (22), AN1284 was administered before the mice had any kidney or liver damage, in contrast to the current study in which drug treatment was only started after there were clear signs of hepatic steatosis and/or fibrosis. We now show that the WD given to mice for 4 months replicated much of the pathology in the liver of human subjects with NASH. It was supported by RNA-seq and IPA and GSEAs showing that the diet upregulated several of the major pathways affected in humans. These included hepatic steatosis, inflammation, fibrosis, hepatic cell proliferation, and oxidative stress. 

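Genes of cell division were among the groups raised by the WD and lowered by AN1284. Of 30 genes of the G2 and M phases, 26 were higher and none was lower (26 higher when adjusted over the list alone) in WD saline than in ND saline livers, with a median log2 fold change of 2.25 (camera adjusted p = 9.64e-09, and adjusted p = 0.227 with an estimated correlation). At 1 mg/kg/day 16 were lower and none was higher (22 lower when adjusted over the list alone), with a median of −1.05 (camera adjusted p = 3.64e-08, and adjusted p = 0.293 with an estimated correlation). At 5 mg/kg/day 4 were lower and none was higher (7 lower when adjusted over the list alone), with a median of −0.86 (camera adjusted p = 2.16e-06, and adjusted p = 0.369 with an estimated correlation). Cenpe, a motor protein of the kinetochore, rose from 8.96 ± 3.27 to 105 ± 29.6 normalized counts on the WD (SD, n = 3 each), a log2 fold change of 3.43 (SE 0.41, limma adjusted p = 2.9e-06). The mitotic kinesin Kif20a fell by 1.78 at 1 mg/kg/day and by 1.42 at 5 mg/kg/day (limma adjusted p = 0.00127 and 0.0175). The second call was lost without WD saline replicate 2 (−1.29, adjusted p = 0.067) or 3 (−1.11, adjusted p = 0.113) and without WD AN1284 5 mg/kg/day replicate 3 (−1.39, adjusted p = 0.059). These genes are counted at low levels in a bulk liver sample, and the cells that express them were not identified.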

The findings were confirmed by direct measures of genes and proteins, which included significant increases in TGF-β1, Col4, and CD36, all of which are higher in humans with NASH (30–32). CD36 facilitates the intracellular uptake of FFAs and their esterification into triglycerides, while FASN catalyzes the last step in fatty acid biosynthesis and is believed to be a major determinant of lipogenesis (32, 33).

AN1284 (1 or 5 mg/kg/day), administered for 2 months by continuous release mps after commencement of the WD, reduced the deterioration of many of its deleterious effects, while the mice remained on the diet. This included the alterations in liver pathology, steatosis, and fibrosis and the percent of inducible nitric oxide synthase (iNOS)-positive cells (**Figure S5**), indicating that it was able to lower oxidative stress. AN1284 (1 mg/kg/day) also reduced the gene expression of pro-inflammatory factors TNF-α and CCL2 and increased that of IL-10. CCL2 promotes fibrosis by recruiting pro-inflammatory monocytes (34). In the later, resolution stage of NASH, macrophages change their phenotype, expressing cytokines like IL-10 that suppress the proliferation and effector functions of CD4^+^ and CD8^+^ T cells and repair wound healing (35). AN1284 decreased SREBP-1c mRNA, while increasing that of ACOX-1, an enzyme found in peroxisomes and mitochondria, which oxidizes straight chain fatty acids like PA. Other studies have shown that inhibition of ACOX-1 or an abnormal ACOX-1 gene (36) can increase steatosis.

Numerous nuclear receptors including FXR, LXR, RXR, and AhR have been suggested as regulators of NAFLD and NASH progression (27, 28). RNA-Seq analysis points to the involvement of these nuclear receptors in the mechanism of action of AN1284. RXRα is a nuclear receptor that forms a heterodimer with other such receptors like FXR, LXR, and PPAR to promote cholesterol efflux. It helps to regulate glucose metabolism, apoptotic cell clearance, immune cell proliferation, and inflammatory gene repression (37). FXR is reduced in patients with NASH (38), and its levels of expression are inversely correlated with disease severity (39). When given either by mps or in the drinking water, AN1284 activated the FXR–RXR pathway and increased the levels of RXRα protein in mice on the WD and also in those with fibrosis, induced by CCl_4_ injections.

Using RNA-Seq to elucidate the mechanism of action of AN1284, we found that it reduced AhR mRNA levels and activated genes downstream of AhR. AhR signaling appears to be involved in immune-mediated diseases in humans (40). Depending on the particular cell type and the activating ligands, AhR was reported to have an anti-inflammatory and tissue-protective function in immune-mediated liver disease (41). Yet, the role of AhR in NAFLD remains controversial and appears to depend on the model used. In mice with constitutively activated human AhR given a WD, the level of steatosis was higher than in controls (42). However, stimulation of AhR with indole propionic acid, which shares some of the anti-inflammatory activity of indolines, but at higher concentrations (43), alleviated steatosis in mice on a WD (44). Moreover, activation of AhR in hepatic stellate cells prevented fibrosis induced by CCl_4_ injections by blocking downstream genes required for fibrogenesis (45). Additionally, AhR was shown to play a role in the regulation of body mass in mice fed a WD (46). In a previous study, on db/db mice, AN1284 arrested body weight gain at a dose of 5 mg/kg/day only after 2 months of treatment and significantly increased total body fat oxidation (22). In the current study, both doses of AN1284 attenuated liver weight, but body weight gain was again only significantly decreased by a dose of 5 mg/kg/day.

In a human hepatoma cell line incubated with PA, we found that AhR was translocated to the nucleus 15 min following the administration of AN1284. The expression of CYP1a1 gene downstream of AhR, was upregulated 24 h later, but AN1284 had no direct effect on protein levels of AhR and RXR-α (**Figures 7C, D**). On the other hand, genes related to the LXR pathway, FASN and SREBP-1c, were significantly reduced by AN1284 (2.1 and 6.3 ng/ml). Silencing AhR in the hepatoma cells confirmed that part of the direct actions of AN1284 is mediated through AhR activation.

While one or the other of the two doses of AN1284 given in this study appeared to be more effective in altering some measures of liver pathology, there were no statistically significant differences between any of their effects. Neither did they produce significant differences in hepatic concentrations, but those of the indole metabolite were higher after 5 mg/kg/day. Although not measured in the current study, the hepatic concentrations of AN1284 after administration of 1 mg/kg/day in the drinking water that significantly reduced fibrosis in the CCl_4_ model were similar to those achieved by administration of 2.5 mg/kg/day by mps (25).

In conclusion, AN1284 given to mice for 2 months at doses of 1 and 5 mg/kg/day can mitigate the deterioration of hepatic damage, steatosis, and fibrosis caused by a modified WD, in part through the AhR nuclear receptor that controls several, independent processes that were shown to promote NASH in human subjects. The beneficial effect of AN1284 on liver pathology in NASH may be due to a combination of a reduction in liver weight, inflammation, oxidative stress, and fibrosis.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE186116 (GEO).

## Ethics statement

The animal study was reviewed and approved by Experiments were performed according to the guidelines of the Animal Care and Use Committee of the Hebrew University (NIH approval number OPRR-A01-5011).

## Author contributions

RA and MW contributed to conception and design of the study. ASY, NA, and RA performed the experiments. ASY, RA, and MW organized the database. SE, HB, and YN performed the bioinformatics analysis. MW and RA wrote the manuscript. All authors contributed to manuscript revision, and read and approved the submitted version.

## References

[1] EnomotoHBandoYNakamuraHNishiguchiSKogaM. Liver fibrosis markers of nonalcoholic steatohepatitis. World J Gastroenterol (2015) 21:7427–35. doi: 10.3748/wjg.v21.i24.7427 PMC448143726139988

[2] SpahisSDelvinEBorysJMLevyE. Oxidative stress as a critical factor in nonalcoholic fatty liver disease pathogenesis. Antioxid Redox Signal (2017) 26:519–41. doi: 10.1089/ars.2016.6776 27452109

[3] MarraFSvegliati-BaroniG. Lipotoxicity and the gut-liver axis in NASH pathogenesis. J Hepatol (2018) 68:280–95. doi: 10.1016/j.jhep.2017.11.014 29154964

[4] XiangMWangPXWangABZhangXJZhangYZhangP. Targeting hepatic TRAF1-ASK1 signaling to improve inflammation, insulin resistance, and hepatic steatosis. J Hepatol (2016) 64:1365–77. doi: 10.1016/j.jhep.2016.02.002 26860405

[5] LiuRMDesaiLP. Reciprocal regulation of TGF-beta and reactive oxygen species: A perverse cycle for fibrosis. Redox Biol (2015) 6:565–77. doi: 10.1016/j.redox.2015.09.009 PMC462501026496488

[6] CaesarRTremaroliVKovatcheva-DatcharyPCaniPDBackhedF. Crosstalk between Gut Microbiota and Dietary Lipids Aggravates WAT Inflammation through TLR Signaling. Cell Metab (2015) 22:658–68. doi: 10.1016/j.cmet.2015.07.026 PMC459865426321659

[7] DulaiPSSinghSPatelJSoniMProkopLJYounossiZ. Increased risk of mortality by fibrosis stage in nonalcoholic fatty liver disease: Systematic review and meta-analysis. Hepatology (2017) 65:1557–65. doi: 10.1002/hep.29085 PMC539735628130788

[8] CarpinoGDel BenMPastoriDCarnevaleRBarattaFOveriD. Increased liver localization of lipopolysaccharides in human and experimental NAFLD. Hepatology (2020) 72:470–85. doi: 10.1002/hep.31056 31808577

[9] BaoLYinJGaoWWangQYaoWGaoX. A long-acting FGF21 alleviates hepatic steatosis and inflammation in a mouse model of non-alcoholic steatohepatitis partly through an FGF21-adiponectin-IL17A pathway. Br J Pharmacol (2018) 175:3379–93. doi: 10.1111/bph.14383 PMC605790929859019

[10] KimMHKangKSLeeYS. The inhibitory effect of genistein on hepatic steatosis is linked to visceral adipocyte metabolism in mice with diet-induced non-alcoholic fatty liver disease. Br J Nutr (2010) 104:1333–42. doi: 10.1017/S0007114510002266 20687969

[11] ParkEJKimYMKimHJJangSYOhMHLeeDH. (S)YS-51, a novel isoquinoline alkaloid, attenuates obesity-associated non-alcoholic fatty liver disease in mice by suppressing lipogenesis, inflammation and coagulation. Eur J Pharmacol (2016) 788:200–9. doi: 10.1016/j.ejphar.2016.06.040 27343380

[12] Romero-ZerboSYGarcia-FernandezMEspinosa-JimenezVPozo-MoralesMEscamilla-SanchezASanchez-SalidoL. The atypical cannabinoid abn-CBD reduces inflammation and protects liver, pancreas, and adipose tissue in a mouse model of prediabetes and non-alcoholic fatty liver disease. Front Endocrinol (Lausanne) (2020) 11:103. doi: 10.3389/fendo.2020.00103 32210914PMC7067697

[13] YaoQLiSLiXWangFTuC. Myricetin modulates macrophage polarization and mitigates liver inflammation and fibrosis in a murine model of nonalcoholic steatohepatitis. Front Med (Lausanne) (2020) 7:71. doi: 10.3389/fmed.2020.00071 32195263PMC7065264

[14] PatilNYRusIDowningEMandalaAFriedmanJEJoshiAD. Cinnabarinic acid provides hepatoprotection against nonalcoholic fatty liver disease. J Pharmacol Exp Ther (2022) 383:32–43. doi: 10.1124/jpet.122.001301 35933113PMC9513857

[15] GappBJourdainMBringerPKuengBWeberDOsmontA. Farnesoid X receptor agonism, acetyl-coenzyme A carboxylase inhibition, and back translation of clinically observed endpoints of *de novo* lipogenesis in a murine NASH model. Hepatol Commun (2020) 4:109–25. doi: 10.1002/hep4.1443 PMC693950331909359

[16] AlkhouriNLawitzENoureddinMDeFronzoRShulmanGI. GS-0976 (Firsocostat): an investigational liver-directed acetyl-CoA carboxylase (ACC) inhibitor for the treatment of non-alcoholic steatohepatitis (NASH). Expert Opin Investig Drugs (2020) 29:135–41. doi: 10.1080/13543784.2020.1668374 PMC706337831519114

[17] KaulUParmarDManjunathKShahMParmarKPatilKP. New dual peroxisome proliferator activated receptor agonist-Saroglitazar in diabetic dyslipidemia and non-alcoholic fatty liver disease: integrated analysis of the real world evidence. Cardiovasc Diabetol (2019) 18:80. doi: 10.1186/s12933-019-0884-3 31208414PMC6580520

[18] BoeckmansJNataleARombautMBuylKRogiersVDe KockJ. Anti-NASH drug development hitches a lift on PPAR agonism. Cells (2020) 9(1):37. doi: 10.3390/cells9010037 PMC701696331877771

[19] DufourJFAnsteeQMBugianesiEHarrisonSLoombaRParadisV. Current therapies and new developments in NASH. Gut (2022) 71:2123–34. doi: 10.1136/gutjnl-2021-326874 PMC948436635710299

[20] ZeeliSWeillTFinkin-GronerEBejarCMelamedMFurmanS. Synthesis and biological evaluation of derivatives of indoline as highly potent antioxidant and anti-inflammatory agents. J Med Chem (2018) 61:4004–19. doi: 10.1021/acs.jmedchem.8b00001 29681148

[21] Finkin-GronerEFinkinSZeeliSWeinstockM. Indoline derivatives mitigate liver damage in a mouse model of acute liver injury. Pharmacol Rep (2017) 69:894–902. doi: 10.1016/j.pharep.2017.03.025 28628850

[22] PermyakovaAGammalAHindenLWeitmanMWeinstockMTamJ. A novel indoline derivative ameliorates diabesity-induced chronic kidney disease by reducing metabolic abnorMalities. Front Endocrinol (Lausanne) (2020) 11:91. doi: 10.3389/fendo.2020.00091 32218769PMC7078689

[23] Della TorreS. Non-alcoholic fatty liver disease as a canonical example of metabolic inflammatory-based liver disease showing a sex-specific prevalence: relevance of estrogen signaling. Front Endocrinol (Lausanne) (2020) 11:572490. doi: 10.3389/fendo.2020.572490 33071979PMC7531579

[24] FarrellGSchattenbergJMLeclercqIYehMMGoldinRTeohN. Mouse models of nonalcoholic steatohepatitis: toward optimization of their relevance to human nonalcoholic steatohepatitis. Hepatology (2019) 69:2241–57. doi: 10.1002/hep.30333 30372785

[25] WeitmanMBejarCMelamedMWeillTYanovskyIZeeliS. Comparison of the tissue distribution and metabolism of AN1284, a potent anti-inflammatory agent, after subcutaneous and oral administration in mice. Naunyn Schmiedebergs Arch Pharmacol (2021) 394(10):2077–89. doi: 10.1007/s00210-021-02125-y 34309687

[26] FolchJLeesMSloaneSGH. A simple method for the isolation and purification of total lipides from animal tissues. J Biol Chem (1957) 226:497–509. doi: 10.1016/S0021-9258(18)64849-5 13428781

[27] WangJLuPXieW. Atypical functions of xenobiotic receptors in lipid and glucose metabolism. Med Rev (2022) 2:611–24. doi: 10.1515/mr-2022-0032 PMC991204936785576

[28] PuengelTLiuHGuillotAHeymannFTackeFPeiselerM. Nuclear receptors linking metabolism, inflammation, and fibrosis in nonalcoholic fatty liver disease. Int J Mol Sci (2022) 23:2668. doi: 10.3390/ijms23052668 35269812PMC8910763

[29] NguyenNTHaniehHNakahamaTKishimotoT. The roles of aryl hydrocarbon receptor in immune responses. Int Immunol (2013) 25:335–43. doi: 10.1093/intimm/dxt011 23580432

[30] PatilNYFriedmanJEJoshiAD. Role of hepatic aryl hydrocarbon receptor in non-alcoholic fatty liver disease. Receptors (2023) 2:1–15. doi: 10.3390/receptors201000 37284280PMC10240927

[31] CheLPaliogiannisPCiglianoAPiloMGChenXCalvisiDF. Pathogenetic, prognostic, and therapeutic role of fatty acid synthase in human hepatocellular carcinoma. Front Oncol (2019) . 9:1412. doi: 10.3389/fonc.2019.01412 31921669PMC6927283

[32] DornCRienerMOKirovskiGSaugspierMSteibKWeissTS. Expression of fatty acid synthase in nonalcoholic fatty liver disease. Int J Clin Exp Pathol (2010) 3:505–14.PMC289710120606731

[33] RadaPGonzalez-RodriguezAGarcia-MonzonCValverdeAM. Understanding lipotoxicity in NAFLD pathogenesis: is CD36 a key driver? Cell Death Dis (2020) 11:802. doi: 10.1038/s41419-020-03003-w 32978374PMC7519685

[34] EhlingJBartneckMWeiXGremseFFechVMockelD. CCL2-dependent infiltrating macrophages promote angiogenesis in progressive liver fibrosis. Gut (2014) 63:1960–71. doi: 10.1136/gutjnl-2013-306294 PMC421673324561613

[35] WenYLambrechtJJuCTackeF. Hepatic macrophages in liver homeostasis and diseases-diversity, plasticity and therapeutic opportunities. Cell Mol Immunol (2021) 18:45–56. doi: 10.1038/s41423-020-00558-8 33041338PMC7852525

[36] Moreno-FernandezMEGilesDAStankiewiczTESheridanRKarnsRCappellettiM. Peroxisomal beta-oxidation regulates whole body metabolism, inflammatory vigor, and pathogenesis of nonalcoholic fatty liver disease. JCI Insight (2018) 3(6):e93626. doi: 10.1172/jci.insight.93626 PMC592694129563328

[37] HieblVLadurnerALatkolikSDirschVM. Natural products as modulators of the nuclear receptors and metabolic sensors LXR, FXR and RXR. Biotechnol Adv (2018) 36:1657–98. doi: 10.1016/j.bioteChadv.2018.03.003 29548878

[38] CarielloMPiccininEMoschettaA. Transcriptional regulation of metabolic pathways via lipid-sensing nuclear receptors PPARs, FXR, and LXR in NASH. Cell Mol Gastroenterol Hepatol (2021) 11:1519–39. doi: 10.1016/j.jcmgh.2021.01.012 PMC804240533545430

[39] YangZXShenWSunH. Effects of nuclear receptor FXR on the regulation of liver lipid metabolism in patients with non-alcoholic fatty liver disease. Hepatol Int (2010) 4:741–8. doi: 10.1007/s12072-010-9202-6 PMC299461921286345

[40] Gutierrez-VazquezCQuintanaFJ. Regulation of the immune response by the aryl hydrocarbon receptor. Immunity (2018) 48:19–33. doi: 10.1016/j.immuni.2017.12.012 29343438PMC5777317

[41] CarambiaASchuranFA. The aryl hydrocarbon receptor in liver inflammation. Semin Immunopathol (2021) 43:563–75. doi: 10.1007/s00281-021-00867-8 PMC844347434075438

[42] LuPYanJLiuKGarbaczWGWangPXuM. Activation of aryl hydrocarbon receptor dissociates fatty liver from insulin resistance by inducing fibroblast growth factor 21. Hepatology (2015) 61:1908–19. doi: 10.1002/hep.27719 PMC444156925614121

[43] FurmanSNissim-BardugoEZeeliSWeitmanMNudelmanAFinkin-GronerE. Synthesis and in *vitro* evaluation of anti-inflammatory activity of ester and amine derivatives of indoline in RAW 264.7 and peritoneal macrophages. Bioorg Med Chem Lett (2014) 24:2283–7. doi: 10.1016/j.bmcl.2014.03.081 24731278

[44] XuXSunSLiangLLouCHeQRanM. Role of the aryl hydrocarbon receptor and gut microbiota-derived metabolites indole-3-acetic acid in sulforaphane alleviates hepatic steatosis in mice. Front Nutr (2021) 8:756565. doi: 10.3389/fnut.2021.756565 34722615PMC8548612

[45] YanJTungHCLiSNiuYGarbaczWGLuP. Aryl hydrocarbon receptor signaling prevents activation of hepatic stellate cells and liver fibrogenesis in mice. Gastroenterology (2019) 157:793–806 e714. doi: 10.1053/j.gastro.2019.05.066 31170413PMC6707837

[46] MoyerBJRojasIYKerley-HamiltonJSHazlettHFNemaniKVTraskHW. Inhibition of the aryl hydrocarbon receptor prevents Western diet-induced obesity. Model for AHR activation by kynurenine via oxidized-LDL, TLR2/4, TGFβ, and IDO1. Toxicol Appl Pharmacol (2016) 300:13–24. doi: 10.1016/j.taap.2016.03.011 27020609PMC4851598

# Supplementary material for: AN1284 attenuates steatosis, lipogenesis, and fibrosis in mice with pre-existing non-alcoholic steatohepatitis and directly affects aryl hydrocarbon receptor in a hepatic cell line
**Source:** Front Endocrinol (Lausanne). 2023 Aug 16;14:1226808. doi: 10.3389/fendo.2023.1226808
**Supplement:** Supplementary file 1

Supplementary Figures

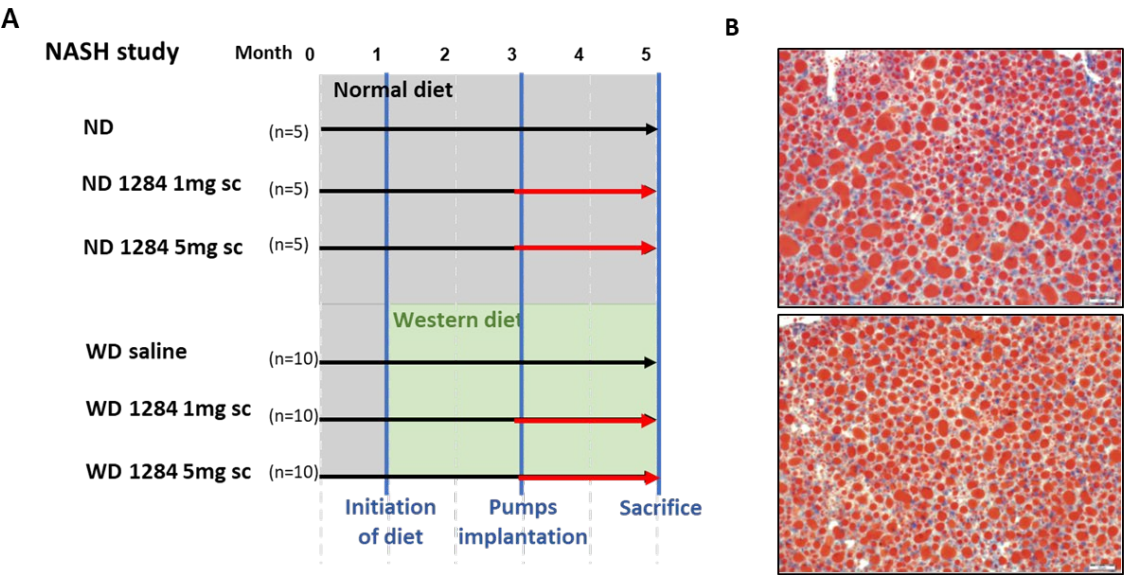

Fig. S1: Experimental protocol of WD feeding in mice and its effect on liver steatosis and body weight.
A) Experimental design and feeding protocol.
B) WD causes hepatic fat accumulation already after two months. Two representative samples stained with ORO.

Nodes represent molecules in a pathway, while the biological relationship between nodes is represented by a line (edge). Edges are supported by at least one reference in the Ingenuity Knowledge Base. The intensity of color in a node indicates the degree of up- (red) or down- (green) regulation. Nodes are displayed using shapes that represent the functional class of a gene product (Circle = Other, Nested Circle = Group or Complex, Rhombus = Peptidase, Square = Cytokine, Triangle = Kinase, Vertical ellipse = Transmembrane receptor). Edges are marked with symbols to represent the relationship between nodes (Line only = Binding only, Flat line = inhibits, Solid arrow = Acts on, Solid arrow with flat line = inhibits and acts on, Open circle = leads to, Open arrow = translocates to).

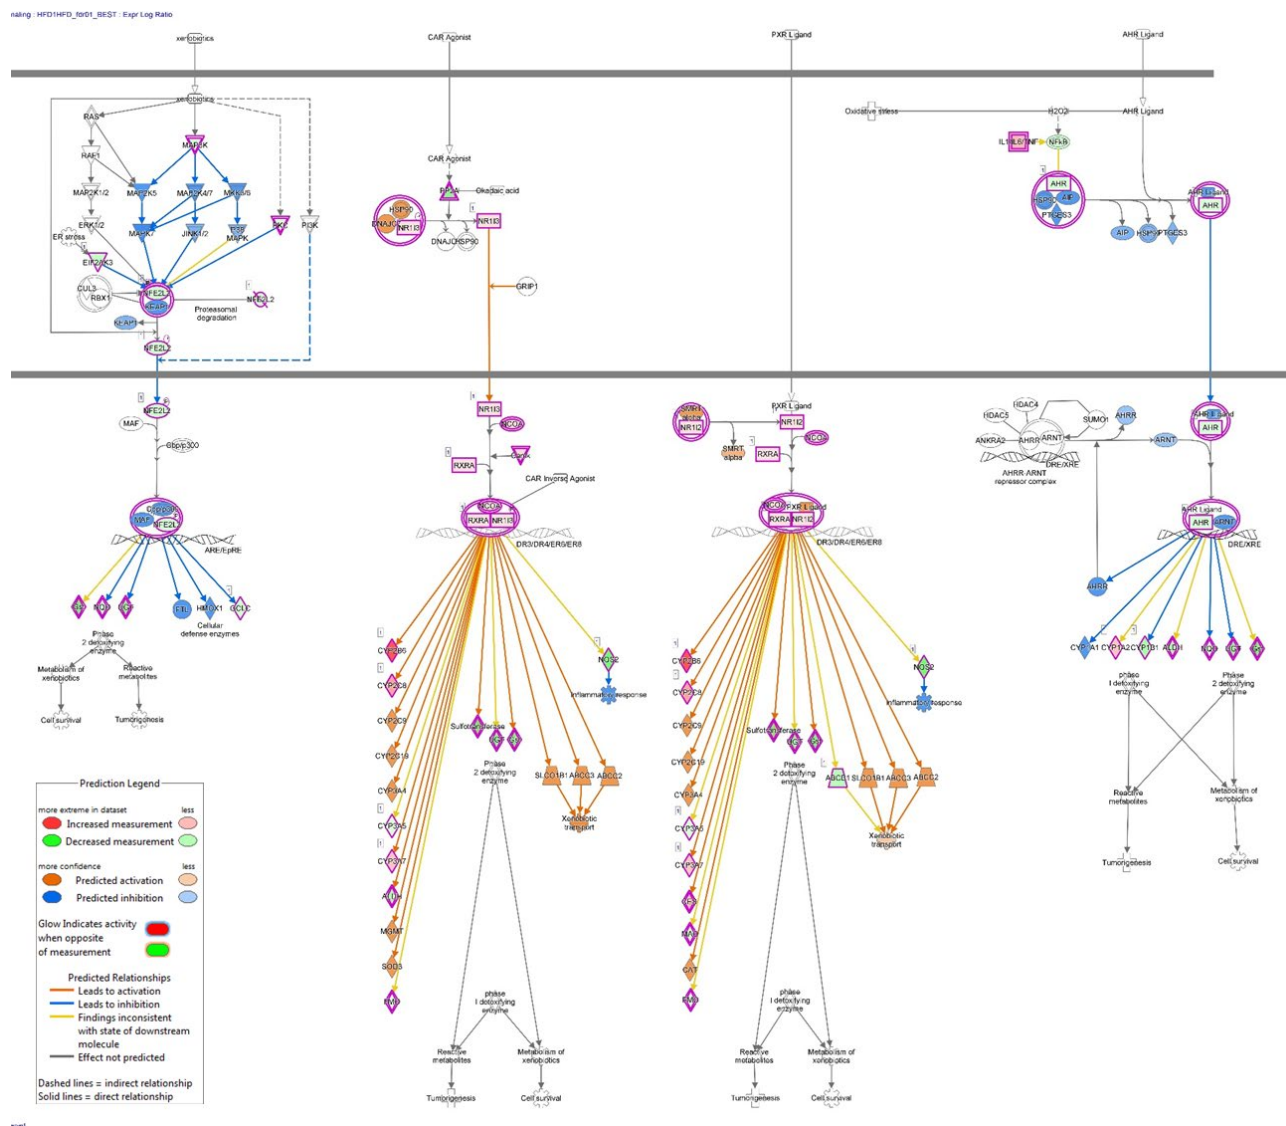

Fig. S4: Lipid xenobiotic pathway identified by IPA

The lipid xenobiotic pathway is identified by IPA as another one of the significant pathways that differ in mice on WD treated with AN1284 compared to WD and saline. All the significantly up-regulated genes are shaded in red while those down-regulated are shaded in green. Blue shading indicates predicted repression and orange shading indicates predicted elevation.

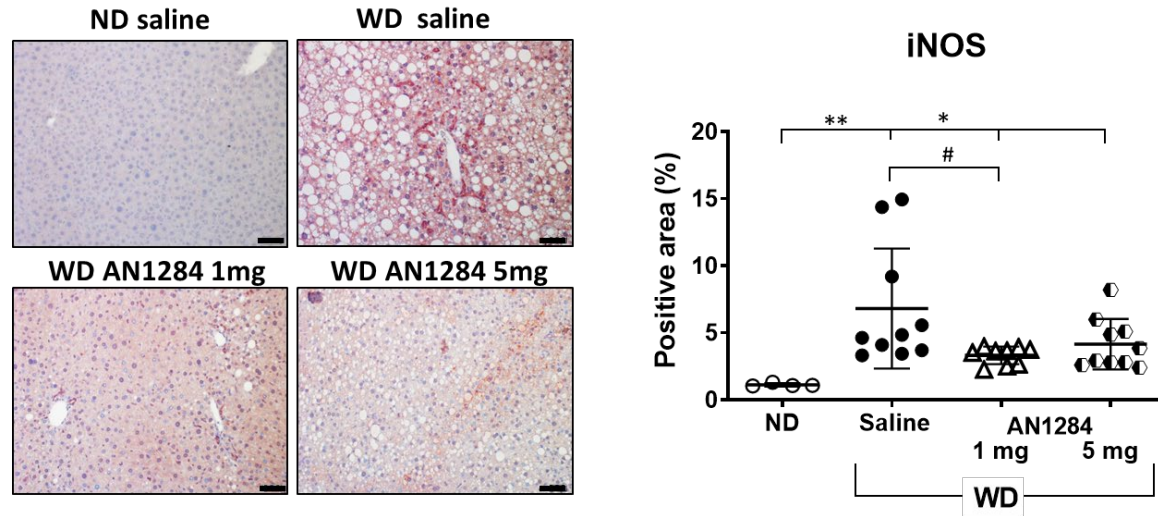

Fig. S5. Effect of AN1284 on oxidative stress in mice on a WD.

Immuno-histochemical staining of iNOS in liver of mice on ND and WD. WD significantly increases iNOS, which is reduced by AN1284. Significantly different from ND **, $P < 0.01$; significantly different from WD + saline, #, $P < 0.05$.

# Supplementary material for: AN1284 attenuates steatosis, lipogenesis, and fibrosis in mice with pre-existing non-alcoholic steatohepatitis and directly affects aryl hydrocarbon receptor in a hepatic cell line
**Source:** Front Endocrinol (Lausanne). 2023 Aug 16;14:1226808. doi: 10.3389/fendo.2023.1226808
**Supplement:** Supplementary file 2

Upstream Regulator	Molecule Type	Predicted Activation State	Activation z-score	p-value	Log 10(p-value)
ACOX1	enzyme	Activated	7.319	1.71E-49	48.7670
AHR	ligand-dependent nuclear receptor	Activated	2.693	5.18E-47	46.2857
HNF1A	transcription regulator	Activated	3.146	5.53E-28	27.2573
PPARGC1A	transcription regulator	Activated	3.205	2.15E-26	25.6676
NR3C1	ligand-dependent nuclear receptor	Activated	3.31	1.9E-22	21.7212
estrogen receptor	group	Activated	2.992	1.22E-21	20.9136
STAT5B	transcription regulator	Activated	3.239	1.65E-21	20.7825
POR	enzyme	Activated	2.114	4.95E-20	19.3054
NR1H4 (FXR gene)	ligand-dependent nuclear receptor	Activated	2.223	4.28E-18	17.3686
SMAD7	transcription regulator	Activated	2.968	6.64E-18	17.1778
SMARCB1	transcription regulator	Activated	2.966	8.9E-17	16.0506
ABCB4 (MDR3)	transporter	Activated	4.202	1.45E-15	14.8386
HNF4A	transcription regulator	Activated	5.705	1.29E-14	13.8894
CLOCK	transcription regulator	Activated	2.548	4.89E-12	11.3107
INSIG1	other	Activated	2.469	1.17E-10	9.9318
ALDH1A2	enzyme	Activated	2.191	2.87E-10	9.5421
TAF4	transcription regulator	Activated	2.533	3.58E-10	9.4461
FBN1	other	Activated	3.42	3.91E-10	9.4078
PKD1	ion channel	Activated	3.583	4.86E-10	9.3134
RUNX3	transcription regulator	Activated	3.51	1.35E-09	8.8697
AMPK	complex	Activated	2.563	1.22E-07	6.9136
GLIS2	transcription regulator	Activated	3.148	1.86E-07	6.7305
mir-29	microRNA	Activated	2.279	0.00000039	6.4089
miR-199a-3p	mature microRNA	Activated	3.59	5.49E-07	6.2604
GCG	other	Activated	2.253	0.00000567	5.2464
FOXA1	transcription regulator	Activated	2.167	0.00000753	5.1232
Irgm1	other	Activated	2.536	0.000024	4.6198
TRIM24	transcription regulator	Activated	2.668	0.000217	3.6635
FDFT1	enzyme	Activated	2.646	0.000246	3.6091
TGFB1	growth factor	Inhibited	-6.645	4.36E-57	56.3605
TNF	cytokine	Inhibited	-4.856	8.59E-48	47.0660
ERBB2	kinase	Inhibited	-2.718	1.17E-41	40.9318
PPARA	ligand-dependent nuclear receptor	Inhibited	-2.755	1.62E-35	34.7905
IL1B	cytokine	Inhibited	-3.589	1.41E-31	30.8508
EGF	growth factor	Inhibited	-3.745	1.16E-25	24.9355
CCR2	G-protein coupled receptor	Inhibited	-4.064	3.82E-24	23.4179
Tgf beta	group	Inhibited	-4.03	9.89E-24	23.0048
OSM	cytokine	Inhibited	-2.261	1.4E-23	22.8539
IL13	cytokine	Inhibited	-2.232	5.58E-22	21.2534
PDGF BB	complex	Inhibited	-2.554	9.17E-22	21.0376
CTNNB1	transcription regulator	Inhibited	-3.226	9.69E-22	21.0137
JUN	transcription regulator	Inhibited	-2.949	3.97E-21	20.4012
TWIST1	transcription regulator	Inhibited	-3.279	6.6E-21	20.1805
FGF2	growth factor	Inhibited	-2.895	8.4E-19	18.0757
NFkB (complex)	complex	Inhibited	-2.366	1.05E-18	17.9788
Ins1	other	Inhibited	-2.019	1.93E-18	17.7144
CD44	other	Inhibited	-4.719	1.28E-17	16.8928
EGFR	kinase	Inhibited	-2.276	2.88E-17	16.5406

IKBKB	kinase	Inhibited	-2.605	9.04E-17	16.0438
SMAD3/4	transcription regulator	Inhibited	-4.377	1.32E-15	14.8794
SREBF1	transcription regulator	Inhibited	-2.627	1.09E-14	13.9626
IL1	group	Inhibited	-4.055	2.07E-14	13.6840
Vegf	group	Inhibited	-3.767	7.78E-14	13.1090
HIF1A	transcription regulator	Inhibited	-2.456	2.55E-13	12.5935
FOXO1	transcription regulator	Inhibited	-2.344	3.22E-13	12.4921
Jnk	group	Inhibited	-3.966	4.13E-13	12.3840
Brd4	kinase	Inhibited	-3.59	7.15E-13	12.1457
ERK	group	Inhibited	-3.653	6.64E-12	11.1778
MTPN	transcription regulator	Inhibited	-4.216	7.01E-12	11.1543
Akt	group	Inhibited	-3.864	1.28E-11	10.8928
P38 MAPK	group	Inhibited	-3.918	2.97E-11	10.5272
ROCK1	kinase	Inhibited	-3.334	8.05E-11	10.0942
PI3K (complex)	complex	Inhibited	-3.78	8.88E-10	9.0516
LDL	complex	Inhibited	-2.146	1.51E-09	8.8210
FOXM1	transcription regulator	Inhibited	-3.689	1.76E-09	8.7545
CCN2	growth factor	Inhibited	-2.934	5.54E-09	8.2565
PRKCD	kinase	Inhibited	-3.004	1.63E-08	7.7878
SYVN1	transporter	Inhibited	-2.73	1.37E-07	6.8633
Collagen type I	complex	Inhibited	-2.094	4.65E-07	6.3325
HRG	other	Inhibited	-2.538	6.81E-07	6.1669
mir-223	microRNA	Inhibited	-4.121	9.68E-07	6.0141
Ap1	complex	Inhibited	-3.102	0.00000198	5.7033
CREBBP	transcription regulator	Inhibited	-2.094	0.00000328	5.4841
HSF1	transcription regulator	Inhibited	-2.162	0.00000447	5.3497
RAS	group	Inhibited	-2.933	0.0000112	4.9508
CYP2E1	enzyme	Inhibited	-2.607	0.000104	3.9830

How the deposited data were processed for this re-analysis (not part of the article)

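The deposited processed table holds, for 19 liver libraries, the read counts of HTSeq, counts normalized by the authors with the size factors of DESeq2, and the authors' comparisons between groups. In it, 29389 genes had a count in at least 1 library and 20433 had a normalized value. The authors trimmed reads with cutadapt 1.18, aligned them to GRCm38 with TopHat2 2.1.1, counted them with HTSeq 0.6.0 and compared groups with DESeq2 1.22.1. The counted reads per library were 23326800 to 25112452 for ND saline, 23905894 to 29742102 for ND AN1284 1 mg, 26120133 to 32596067 for ND AN1284 5 mg, 23443573 to 29638296 for WD saline, 25193552 to 32189581 for WD AN1284 1 mg and 25367510 to 30813436 for WD AN1284 5 mg. Gene names and positions are those of GRCm38, and 204 names belonged to more than 1 gene.

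The plan fixed before the data were examined named a count model on the raw counts as the test, with limma only if there were no raw counts. There were raw counts, but the planned edgeR test was not run and DESeq2 was not run, which departs from that plan. For 6252 genes the table writes a question mark in every library. A check of units therefore did not take its columns as plain counts, and the count models were not allowed on them. The other genes do hold raw counts, on which limma voom was run as an added alternative. The test was limma (version 3.58.1, with trend and robust variance, in R 4.3.3) on log2(normalized count + 1) of the values that the authors normalized. A gene was tested if its normalized count reached 10 in at least 3 libraries, which left 14743 genes. One model with the 6 groups gave every comparison, p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 passed. Gene lists and the principal components used the same log2 values, and the planned log2 counts of edgeR were not computed.

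Lists of genes for liver pathways, receptors and cell types were written before the data were examined, and 48 of them had at least 3 members tested. Each was tested with camera at its preset correlation and again with an estimated one, and 854 Reactome sets of the fgsea package (version 1.28.0) were tested the same way, over 13255 genes with an Entrez number. A gene changed by the WD counted as moved back when it passed between WD saline and ND saline and again, in the opposite direction, between an AN1284 dose and WD saline. The difference of the AN1284 effect between the diets was tested as an interaction in the same model.

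The rule for the genes named was fixed before the data were examined. It took, in each comparison, the 8 largest rises and the 8 largest falls among genes that passed, had a mean of at least 5 CPM and had no overlap between the libraries of the 2 groups. It also took every gene the paper names, up to 4 members of each list by p, and the 8 largest rises and falls on the WD that were reversed. Of the genes so named, 3 are not reported here. Chance alone would leave 10% of genes without overlap at 3 livers against 3.

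In data simulated from the group means and spread, with known changes in 100 genes of each size, the test found 68 to 80% of genes changed by 1 log2 unit and 87 to 95% of genes changed by 2, with 6 to 11 false calls per comparison. No item that needed sequence reads, isoforms or proteins was computed.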

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

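The tests of explanations and of other splits of the livers in this part were chosen after the results were seen.

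Liver genes differed between the ND mice given AN1284 and the ND saline mice, a comparison that the paper does not report. With 1 mg/kg/day 427 genes were higher and 256 were lower than in ND saline (683 in all), and at 5 mg/kg/day 925 and 574 (1499 in all). The count at 1 mg/kg/day was 80 when only the 2 groups were fitted and 1032 by the authors' p-values over the same genes, and the count at 5 mg/kg/day was 864 by limma voom, while the other dose stayed within 1.5 times in each of these 3 settings. The balance of higher and lower genes rests on the scaling: by totals, which moved the median of all genes by 0.163 and 0.152, 1417 were higher and 138 were lower (91.1% higher) at 1 mg/kg/day and 1943 and 249 (88.6% higher) at 5 mg/kg/day. The 10 splits of 3 livers against 3 are too few to test these counts, and the highest count of another split was 64 at 1 mg/kg/day and 0 at 5 mg/kg/day, with 1 split (the real one) as high in each case. Without ND saline replicate 1 the counts were 275 and 686, without replicate 2 the first was 1112, and without replicate 3 the second was 551. Without ND AN1284 1 mg/kg/day replicate 3 the first was 388, and without 5 mg/kg/day replicate 2 or 3 the second was 497 or 516.

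All 8 heat shock genes of the list were lower in both AN1284 groups on the ND than in ND saline, with median log2 fold changes of −1.09 and −1.08. The tables argue against the scaling, because the median at 5 mg/kg/day was −0.93 with libraries scaled by totals, and against an effect of AN1284 5 mg/kg/day that lowers these genes alike on both diets, because the median on the WD against WD saline was 0.093 (quartiles −0.28 to 0.24), a value whose sign turns by totals. Such an effect stays open at 1 mg/kg/day, where the median on the WD was −0.47 (quartiles −0.80 to −0.18) and 5 of the 8 genes were lower than in WD saline. A different time of day, feeding or handling of the ND saline mice cannot be told apart from an effect of AN1284, since WD saline livers also lay below ND saline (median −0.69, with 7 of the 8 lower) and the design puts these 3 mice in 1 group, though it would not by itself lower the 5 genes at 1 mg/kg/day on the WD. An effect of AN1284 that depends on the diet stays open, because its test, with medians of 0.769 and 1.279 for the effect on the WD less that on the ND (camera adjusted p = 0.000301 and 4.21e-08, and 0.159 and 0.0866 with an estimated correlation), uses the same ND saline livers.

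When libraries were scaled by their totals, 84.9% of the genes changed by the WD were higher. The tables argue against a few dominant genes as the reason, since 83.1% were higher by totals without the 20 most abundant genes. A fall of many abundant transcripts on the WD is a candidate explanation: by totals without the 500 most abundant genes 62.4% were higher. Whether the WD lowers the abundant transcripts of each liver cell or the share of cells that make them was not tested.

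Markers of other liver cell types were higher on the WD, and several of them were lower with AN1284 1 mg/kg/day. The tables argue against a changed share of hepatocytes that moves all other cell types alike, because the median of the Kupffer cell list (0.41, quartiles 0.16 to 1.10) and that of the cholangiocyte list (−1.86, quartiles −2.42 to −1.67) differed by 2.27, a pair of lists picked after their medians were seen. They argue against the scaling too, because the cholangiocyte median was −1.71 at its highest over the scalings tried. An effect of AN1284 on the cholangiocytes themselves, in number or in expression, may remain and was not tested.

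The difference between AN1284 and saline livers was not the same on the 2 diets for many genes, by a limma interaction test: 3044 genes at 1 mg/kg/day (1385 higher and 1659 lower on the WD relative to the ND) and 2973 at 5 mg/kg/day (1259 and 1714). Of 100 splits, 1 (the real one) gave a count as high at either dose, and the highest other counts were 1023 and 544. The splits shuffled AN1284 and saline livers within each diet, which removes any effect of AN1284. They argue against chance with no effect on either diet, but they do not test an equal effect on both. Nor can they set aside an offset of the ND saline livers, which enter each real count. Without ND AN1284 5 mg/kg/day replicate 2 the second count was 1962. By totals, which moved the median of all genes by −0.398 and −0.375, 501 were higher and 4832 lower at 1 mg/kg/day and 446 and 4541 at 5 mg/kg/day.

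Of 53 measured genes that the paper names, 33 differed in this way at each dose, against 20.65% and 20.17% of all genes tested. The paper picked some of its genes from these same livers, as most changed by the WD and reversed by AN1284. A higher share among the named genes is therefore no independent result. The values are the log2 effect on the WD minus that on the ND. These single values were not recomputed without each library. For 1 mg/kg/day 18 were higher: Hsd3b5 6.73, Nnmt 4.52, Cyp2c54 3.79, Cyp2b10 3.70, Cyp2c37 3.03, Cyp2c29 2.17, Agxt 2.13, Hpd 1.97, Cyp1a2 1.86, F7 1.66, Arg1 1.58, Ahsg 1.15, Cbs 1.14, Cdo1 1.06, Hnf4a 0.90, Plg 0.82, Nr1i2 0.69 and Nr1h3 0.67. With the same dose 15 were lower: H19 −6.10, Nos2 −4.55, Pdk4 −2.83, Gstm3 −2.73, Anxa2 −2.49, Cyp1b1 −2.09, Anxa5 −1.91, Col5a1 −1.89, Col4a1 −1.68, Col4a2 −1.399, Krt8 −1.219, Cd36 −1.15, Acaca −1.06, Nfe2l2 −1.03 and Ppara −0.71. For 5 mg/kg/day 17 were higher: Hsd3b5 5.65, Nnmt 3.95, Cyp2c54 3.46, Cyp2c37 3.17, Cyp2b10 2.57, Cyp2c29 2.10, Hpd 1.83, Cyp1a2 1.61, Agxt 1.61, F7 1.37, Arg1 1.27, Nr1i3 1.05, Cbs 0.90, Plg 0.84, Cdo1 0.82, Ahsg 0.75 and Hnf4a 0.67. At the larger dose 16 were lower: H19 −3.59, Nos2 −3.13, Gstm3 −2.38, Anxa2 −2.27, Ccl2 −2.04, Col4a2 −2.04, Cyp1b1 −2.03, Col4a1 −2.01, Col5a1 −1.73, Cyp1a1 −1.52, Adgre1 −1.46, Anxa5 −1.31, Acaca −1.13, Krt8 −0.89, Nfe2l2 −0.71 and Ppara −0.66.

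Among the 4 WD livers at 1 mg/kg/day, 1 liver stood far from the other 3 for 6 of 62 measures tested, where chance sets about 1 in 20 apart. In normalized counts, replicate 1 had 827 for Col4a2 (722 to 735 in the others) and 15.0 for H19 (5.95 to 7.18). Replicate 2 had 5882 for Krt8 (6946 to 7095), and replicate 3 had 2292 for Nr1i3 (2068 to 2088). Replicate 4 had 46.0 for Ccl2 (80.3 to 84.2) and 21838 for Hnf4a (19457 to 19844).

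Other splits were counted for the remaining comparisons as well. Of 35 splits, only the real one reached the 3376 genes changed by AN1284 1 mg/kg/day on the WD or the 2807 moved back by it. The same held for the 4488 that differed from ND saline. This argues against chance for these counts, but 1 of 35 is the least such splits can give, and many counts were tried. The splits of WD livers remove any effect of AN1284, so they do not test the direction of one. The highest other counts were 2882, 117 and 1769. The 2882 came from the split that differs from the real one by placing WD 1 mg/kg/day replicate 1 with the 3 WD saline livers. The 10 splits are too few for the 7820 genes changed by the WD, the 1849 changed and 1663 moved back by 5 mg/kg/day, and the 4543 that differed from ND saline, and the highest other count was 0 in each.

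Between the doses on the WD, limma called 0 genes, with 776 at an unadjusted p under 0.05 where 737.2 would arise by chance, and the other splits say nothing about a count of 0, which 35 of 35 reach by definition (highest other 1). Limma voom also called 0, and the authors' p-values over the same genes called 44. Counts of changed lists were not set apart from other splits. With 35 splits, 5 reached the 27 lists of 1 mg/kg/day on the WD (highest other 29), and 25 reached the 13 lists between the doses (highest other 27). With 10 splits, which are too few, the real counts and highest others were 32 and 31 for the WD, 25 and 28 for 5 mg/kg/day on the WD, 13 and 26 for 1 mg/kg/day on the ND and 20 and 32 for 5 mg/kg/day on the ND.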

How the results depend on the processing

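The scalings, limma voom and the authors' p-values over the genes tested were chosen after the data were seen, and the other alternatives before the data were examined. Not run, because count models were not allowed on a table with question marks, were the planned edgeR test itself, DESeq2, edgeR with other scalings or without the 20 most abundant genes, and edgeR and DESeq2 values for lists and components.

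Over all alternatives, 323 of the values of 20 counts stayed within 1.5 times and 58 moved. For 288 list results 3742 values were the same, 144 passed only under the alternative and 212 only without it. For named genes that are reported (741 results) 12034 were the same, 419 lost and 210 gained a call, and 6 reversed. Pseudocounts of 0.5 and 5, the trimmed mean and quantile normalization left each count they were applied to within 1.5 times.

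The cause was not tested for the following moves, except where the alternative's construction gives it. A stricter adjusted p of 0.01 by construction left 1898 genes (1 mg/kg/day) and 867 (5 mg/kg/day) changed by AN1284 on the WD, 230 and 293 on the ND, 2342 and 2258 different from ND saline, 1355 and 1011 with different effects between diets, and 1586 and 809 moved back. A looser 0.1 gave 1348 and 2680 on the ND. Testing only genes with a base mean above 150, fewer by construction, gave 5068 for the WD, 2226 for 1 mg/kg/day on the WD and 1858 moved back. Scaling by totals gave 3126 for 5 mg/kg/day on the WD, 1555 for 1 mg/kg/day on the ND, 5333 and 4987 for effects that differ between diets and 4229 and 2893 moved back. Totals without the 20 most abundant genes gave 1485 and 2436 on the ND and 4656 and 4616 for the difference between diets. With no filter the ND counts were 453 and 945, lists for 1 mg/kg/day on the ND 23, and genes between the doses 1. Fitting only the 2 groups gave 80 for 1 mg/kg/day on the ND, voom gave 864 for 5 mg/kg/day on the ND, and the authors' p-values gave 1032 for 1 mg/kg/day on the ND and 44 between the doses. A replicate block gave 8 lists between the doses. With an estimated correlation, camera called 0 lists for the WD (32 with the preset one), 4 and 6 for the doses on the WD, 1 and 1 on the ND and 2 between the doses.

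Under totals, totals without the 20 most abundant genes or quantile normalization 6 values of named genes reversed, and the cause was not tested. On the WD, Rxra was 0.256 and mt-Nd4 0.011 by quantile normalization. By totals and by totals without the 20 most abundant genes, Nr1h3 was 0.091 and 0.049, and Nr1h4 0.12 and 0.078.

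Leaving out 1 library at a time gave 6513 to 7609 genes for the WD, 2176 to 3864 and 991 to 1461 for the doses on the WD, 275 to 1112 and 497 to 2164 on the ND, 0 to 5 between the doses, 3067 to 4646 and 2990 to 4833 against ND saline, 2239 to 3638 and 1962 to 3193 for the difference between diets, 1847 to 3243 and 926 to 1679 moved back, and 4208 to 5114 above the base mean limit. Lists were 31 to 34 for the WD, 25 to 28 and 24 to 30 for the doses on the WD, 10 to 19 and 16 to 24 on the ND and 8 to 16 between the doses, and livers nearest to their own group 9 to 14. WD saline replicate 3 gave the low 2176, 991, 1847 and 926. Without WD AN1284 5 mg/kg/day replicate 3, 1114 genes were changed and 1022 moved back at that dose, and 5 differed between the doses. Without 1 mg/kg/day replicate 2 this was 1, and without replicate 4 lists were 8. ND saline replicate 1 gave 275, 686 and 2990, replicate 2 gave 1112 at 1 mg/kg/day and replicate 3 gave 551 at 5 mg/kg/day on the ND. ND 1 mg/kg/day replicate 3 gave 388, and 5 mg/kg/day replicates 2 and 3 gave 497 and 516, with 1962 for the difference between diets without replicate 2.

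Each library held 23326800 counted reads or more, and whether depth limited the calls was not tested. At these group sizes simulated changes of 1 log2 unit were found in 68 to 80% of genes, so smaller changes can be missed. The simulations changed only 100 genes of each size among otherwise unchanged ones. Where more genes change, the adjusted p lets smaller changes pass, so the share missed in the real data was not measured.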

Differences from the paper's values

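Alternatives below that were chosen after the values were seen are named as such, and the others were set before the data were examined. Of the paper's values, none differed by more than 1.5 times. For genes with a base mean above 150 the count was 5068 against the paper's 4,600, for which the paper names no test, and its general limit of p under 0.05 does not say whether p was adjusted. It was 3774 at an adjusted p of 0.01 and 4592 when only the 2 groups were fitted, while the authors' deposited adjusted p-values gave 5473, 4926 and 3952 genes at 0.1, 0.05 and 0.01.

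The paper states that the 6 groups separate in the first 2 principal components. In that plane 12 of 19 livers had a liver of their own group as nearest neighbour, namely 3 of 3 WD saline, 3 of 4 and 3 of 3 WD AN1284 livers at the lower and higher dose, and 1 of 3, 0 of 3 and 2 of 3 in the corresponding ND groups. Leaving out 1 library at a time gave 9 to 14 livers.

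According to the paper, AN1284 brings the expression of the WD livers back to that of the ND. Moved back were 2807 genes at 1 mg/kg/day and 1663 at 5 mg/kg/day, while 3787 and 4073 of the genes changed by the WD still differed from ND saline on the side of the WD and the median share of the WD effect undone was 45.5% and 37.9%. Counting genes that the WD did not change as well, 4488 and 4543 differed from ND saline, and 2990 did at 5 mg/kg/day without ND saline replicate 1. The moved back counts were 1847 and 926 without WD saline replicate 3, and the second was 1022 without WD AN1284 5 mg/kg/day replicate 3.

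The paper states that AN1284 altered each of the disease pathways that the WD activated. The matrix, lipid droplet and TGF-β lists passed at both doses by camera with its preset correlation, and none of them passed with an estimated one. Other splits of the livers gave as many list calls with the preset correlation. The highest was 29 against the real 27 at 1 mg/kg/day and 28 against 25 at 5 mg/kg/day. Such a call alone therefore does not set a list apart. Of the other disease lists, the inflammation list had a camera adjusted p of 0.0443 at 1 mg/kg/day and 0.132 at 5 mg/kg/day, the reactive oxygen list 0.99 and 0.983, and the apoptosis list 0.416 and 0.188. For oxidative stress 2 other values did move: the NRF2 targets fell at both doses (camera adjusted p = 2.66e-10 and 8.69e-10, and 0.0456 and 0.0372 with an estimated correlation), and Nos2, whose protein the paper stains, fell by 2.50 at 1 mg/kg/day (limma adjusted p = 0.0141) and had −1.14 (adjusted p = 0.363) at 5 mg/kg/day. The inflammation list at 5 mg/kg/day passed with no filter on low values (0.0346), without WD saline replicate 2 (0.0359) and without WD AN1284 5 mg/kg/day replicate 1 (0.0226), and no alternative run gave a call for the reactive oxygen and apoptosis lists. The inflammation list lost its call at 1 mg/kg/day without WD saline replicate 1 (0.2) or WD AN1284 1 mg/kg/day replicate 3 (0.109) or 4 (0.066). These lists are not the sets of genes the paper used.

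For genes of fat uptake and synthesis, the paper states that both doses lowered the expression of CD36, ACC and FASN. Its figure shows CD36 by immunostaining and FASN by mRNA, and the legend names 5 mg/kg/day for the fall of FASN and puts 1 mg/kg/day at the limit of significance. The paper's PCR used 6 samples per group, so assays and groups are unlike those of the 3 or 4 sequenced livers. In the sequenced livers Cd36 fell by 0.92 (limma adjusted p = 0.00704) at 1 mg/kg/day and its log2 fold change at 5 mg/kg/day was −0.59 (adjusted p = 0.126). Fasn fell by 1.42 (adjusted p = 0.00532) and then had −0.73 (adjusted p = 0.203). Settings that called the larger dose were, for Cd36, totals (0.0331), totals without the 20 most abundant genes (0.0457) and quantile normalization (0.0339), which were chosen after seeing the values, and the fit of only the 2 groups (0.0198). For Fasn they were quantile normalization (0.038), also chosen after seeing the values, and the fit of only the 2 groups (0.0353). Acaca, the gene of ACC, fell by 1.002 (adjusted p = 0.000638) and 0.699 (adjusted p = 0.0236), and the second call was lost without WD saline replicate 1 (0.0751) or 3 (0.097) or without WD AN1284 5 mg/kg/day replicate 2 (0.0898) or 3 (0.0601).

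For cytokines the paper states that AN1284 lowered the transcripts of TGF-β1, TNF-α and CCL2 and raised that of IL-10. For TNF-α it names the 1 mg/kg/day dose alone, as its legend does for CCL2 and IL-10, and for TGF-β1 its text names both doses and its legend the larger one alone. The paper measured transcripts by PCR in 6 samples per group, so assay and groups are unlike those of the 3 or 4 sequenced livers. The log2 fold changes at 1 mg/kg/day and 5 mg/kg/day were −0.36 and −0.45 for Tgfb1 (adjusted p = 0.328 and 0.304), −0.12 and −0.33 for Tnf (adjusted p = 0.909 and 0.791), −1.23 and −1.13 for Ccl2 (adjusted p = 0.0563 and 0.143) and 1.13 and 0.38 for Il10 (adjusted p = 0.268 and 0.808). Each has the direction the paper gives and none passed. Ccl2 passed at 1 mg/kg/day with a pseudocount of 5 (0.0489) and with only the 2 groups fitted (0.00981), and by totals (0.0193), totals without the 20 most abundant genes (0.0276) and limma voom (0.0209), 3 settings chosen after seeing the values. It passed at 5 mg/kg/day without WD AN1284 5 mg/kg/day replicate 1 (0.0405).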

Other observations

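On the ND, genes of immune and dividing cells were higher with AN1284 5 mg/kg/day than with saline, and no list among them kept its call with an estimated correlation. Of 12 Kupffer cell markers, 8 were higher and none was lower (11 higher when adjusted over the list alone) than in ND saline, with a median log2 fold change of 1.09. Of 29 NF-κB genes 9 were higher (17 higher and 1 lower over the list alone, median 0.96), of 17 interferon genes 9 (16 over the list alone, median 0.74), of 30 genes of the G2 and M phases 9 (14 over the list alone, median 0.92) and of 13 endothelial markers 6 (12 over the list alone, median 0.61), and none was lower. Camera gave adjusted p = 1.32e-07 to 7.89e-07 for these lists, and 0.451 to 0.536 with an estimated correlation. The macrophage gene Adgre1, which encodes the F4/80 antigen, rose by 1.73 (limma adjusted p = 0.00885) and the receptor Clec7a by 2.15 (adjusted p = 0.00676). Their log2 fold changes at 1 mg/kg/day were 0.51 (adjusted p = 0.448) for Adgre1 and 0.93 (adjusted p = 0.22) for Clec7a.

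The ND saline livers, which are the control for these values, stood apart from the other 5 groups in heat shock genes and in single genes of other kinds. The insulin-regulated gene Igfbp1 had log2 fold changes of −2.28 and −2.46 with the 2 doses on the ND, the heat shock gene Hspa1b −3.13 and −2.87, and the clock gene Nr1d1 2.31 and 3.01. Nr1d1 at 1 mg/kg/day did not pass when only the 2 groups were fitted (adjusted p = 0.0971).

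Genes expressed more in male than in female liver fell on the WD and rose with AN1284. Of 18, 16 were lower and none was higher on the WD (16 lower over the list alone, median −3.02), then 13 were higher and none was lower at 1 mg/kg/day (14 higher and 1 lower over the list alone, median 1.73) and 13 were higher and none was lower at 5 mg/kg/day (13 higher over the list alone, median 1.46). Camera gave adjusted p = 1.68e-11, 2.44e-10 and 1.56e-10, and 0.14, 0.0984 and 0.0748 with an estimated correlation. On the ND the list went the other way at 5 mg/kg/day, with 5 lower and none higher (11 lower over the list alone, median −0.91, camera adjusted p = 5.66e-07, and 0.451 with an estimated correlation). Many of these genes are close paralogs of the Mup family that may share reads, and the direction of the 4 medians was the same under each scaling tried.

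Genes of cholesterol synthesis were mostly lower on the WD, and with AN1284 1 mg/kg/day more of them fell than rose. Of 24 genes, 1 was higher and 19 were lower on the WD (1 and 22 over the list alone, median −1.10, camera adjusted p = 6.47e-08, and 0.233 with an estimated correlation). With AN1284 1 mg/kg/day 2 were higher and 6 were lower than in WD saline (2 and 7 over the list alone, median −0.29, camera adjusted p = 0.055), and at 5 mg/kg/day 1 was higher and none was lower (1 higher over the list alone, median −0.13, camera adjusted p = 0.804). The list at 1 mg/kg/day passed among genes with a base mean above 150 (0.0175), with no filter (0.0112), without WD saline replicate 2 (0.0372) and without WD AN1284 1 mg/kg/day replicate 2 (0.0149) or 3 (0.00408). Ebp, an isomerase of the pathway, went against the median of the list with AN1284. It fell by 1.59 on the WD and rose by 0.94 and 0.81 with the doses.

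Between the doses on the WD, limma and limma voom called 0 single genes (776 at an unadjusted p under 0.05 by limma, and 44 from the authors' p-values). Camera called 13 lists, a count that 25 of 35 splits reached, so that chance is not excluded for it, and 2 lists with an estimated correlation. These 2 lists were not tested over the splits one by one. The heat shock list had a median of 0.59 at 5 mg/kg/day relative to 1 mg/kg/day (camera adjusted p = 2.91e-14, and 0.0137 with an estimated correlation) and the list of endoplasmic reticulum stress 0.46 (camera adjusted p = 1.61e-10, and 0.0159 with an estimated correlation). Over the list alone 6 of 8 heat shock genes and 9 of 16 stress genes were higher. The log2 fold changes of the 2 doses against WD saline correlated at 0.907 across genes, a value that the shared WD saline livers raise. With each dose set against different WD saline livers, a check chosen after that value was seen, the correlation was 0.656 to 0.787 over the 6 ways to part them.

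Neutrophil markers had higher values with AN1284 on the WD. Single markers missed the threshold, while the median log2 fold change of the 10 was 1.79 at 1 mg/kg/day (camera adjusted p = 0.0262, and 0.66 with an estimated correlation) and 1.24 at 5 mg/kg/day (camera adjusted p = 0.0573). The first call was lost without WD saline replicate 2 (0.144) or 3 (0.0874) and without WD AN1284 1 mg/kg/day replicate 1 (0.0523) or 2 (0.115), and the second list passed without WD saline replicate 1 (0.000812) or WD AN1284 5 mg/kg/day replicate 3 (0.00173), with no filter (0.0112), with a replicate block (0.0184) and by totals (0.000441). Of 12 Kupffer cell markers 5 were higher and none was lower at 1 mg/kg/day (5 higher over the list alone), and 1 was higher and none was lower at 5 mg/kg/day (2 higher over the list alone), with camera adjusted p = 0.00477 and 0.00799, and 0.617 and 0.667 with an estimated correlation. Without WD saline replicate 3 these were 0.0597 and 0.14. Adgre1, the gene of F4/80, had log2 fold changes of 0.07 (adjusted p = 0.904) and 0.27 (adjusted p = 0.693). Lists of other immune cells had lower medians at 1 mg/kg/day: −1.37 for lipid-laden macrophages (camera adjusted p = 4.76e-05, and 0.171 with an estimated correlation), −0.36 for monocytes (0.0418, and 0.63), −0.23 for T cells (0.706, and 0.935) and −0.14 for B cells (0.776, and 0.935). At that dose Cd3e, a gene of the CD3 antigen, had a log2 fold change of −0.106 (limma adjusted p = 0.908) and Ptprc, the gene of CD45, 0.148 (adjusted p = 0.835). By immunostaining the paper reports more neutrophils, macrophages (F4/80), B cells and T cells with AN1284 1 mg/kg/day.

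Nos2, whose protein the paper stains, rose by 3.65 on the WD (limma adjusted p = 0.000548), fell by 2.50 at 1 mg/kg/day (adjusted p = 0.0141) and had a log2 fold change of −1.14 (adjusted p = 0.363) at 5 mg/kg/day, which passed when only the 2 groups were fitted (adjusted p = 0.0413). Srebf1, which the paper measures in hepatoma cells, had log2 fold changes of 0.002 and 0.37 (adjusted p = 0.996 and 0.36) with the doses in WD livers.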
